# A microbiota–root–shoot circuit favours *Arabidopsis* growth over defence under suboptimal light

**DOI:** 10.1038/s41477-021-00956-4

**Published:** 2021-07-05

**Authors:** Shiji Hou, Thorsten Thiergart, Nathan Vannier, Fantin Mesny, Jörg Ziegler, Brigitte Pickel, Stéphane Hacquard

**Keywords:** Microbiology, Plant symbiosis

## Abstract

Bidirectional root–shoot signalling is probably key in orchestrating stress responses and ensuring plant survival. Here, we show that *Arabidopsis thaliana* responses to microbial root commensals and light are interconnected along a microbiota–root–shoot axis. Microbiota and light manipulation experiments in a gnotobiotic plant system reveal that low photosynthetically active radiation perceived by leaves induces long-distance modulation of root bacterial communities but not fungal or oomycete communities. Reciprocally, microbial commensals alleviate plant growth deficiency under low photosynthetically active radiation. This growth rescue was associated with reduced microbiota-induced aboveground defence responses and altered resistance to foliar pathogens compared with the control light condition. Inspection of a set of *A. thaliana* mutants reveals that this microbiota- and light-dependent growth–defence trade-off is directly explained by belowground bacterial community composition and requires the host transcriptional regulator MYC2. Our work indicates that aboveground stress responses in plants can be modulated by signals from microbial root commensals.

## Abstract (web summary)

A synthetic root microbial community rescues weak growth under low light and enhances immunity in *Arabidopsis*. Transcription factor MYC2 regulates both this coordination between rhizosphere and shoots and the growth/defence trade-off under low light conditions.

## Main

Unlike animals, plants are sessile organisms that must simultaneously integrate various responses to biotic and abiotic stresses to prioritize either growth or defence depending on rapidly changing surrounding conditions^1^. Since the colonization of land by ancestral plant lineages 450 million years ago, complex multikingdom microbial consortia have interacted with and colonized the roots of healthy plants^2^. Direct integration of microbial and environmental cues by plants is therefore probably key in orchestrating their ability to overcome environmental stresses^3–5^. The beneficial activities conferred by microbial root commensals have been primarily described in the context of nutritional stress^4,6–9^ or pathogen attack^10–14^, revealing that root colonization by complex microbial communities can shape host phenotypic plasticity and protect plants from diseases. By analogy with the microbiota–gut–brain axis described in animals, the concept of the microbiota–root–shoot axis was recently introduced in plants^15,16^, suggesting that bidirectional root–shoot signalling might represent a key mechanism linking root microbiota assembly to aboveground stress responses.

Carbohydrate biosynthesis, energy production and therefore plant growth depend on the amount and quality of photosynthetically active radiation (PAR) absorbed by chloroplasts in leaves^17^. Spectral PAR irradiance ranges from 400 to 700 nm under natural conditions, and a reduction of both the amount of PAR (light quantity) and the ratio of red to far-red light (light quality) is perceived as a warning signal in plants, thereby triggering adaptive changes in shoot morphology^18–21^. Light-dependent resource allocation has been shown to be tightly linked with defence signalling in *Arabidopsis thaliana* and tomato leaves, suggesting that aboveground responses to light and pathogens are interconnected^22–26^. However, the extent to which belowground commensals can modulate or even dictate aboveground stress responses remains unknown. Given the fact that a substantial proportion of photosynthetically fixed carbohydrates (that is, >15%) is invested in the rhizosphere^27,28^, we hypothesized that the aboveground response to light and the belowground response to microorganisms are interconnected along the microbiota–root–shoot axis.

Here, we show that microbial root commensals can alleviate *A. thaliana* growth deficiency under suboptimal light, and we observe a direct link between bacterial community composition and the prioritization of microbiota-induced growth over defence responses in shoots. We report that this microbiota- and light-dependent growth–defence trade-off requires the host transcriptional regulator MYC2. Our results imply that belowground responses to microorganisms and aboveground responses to light are integrated along a microbiota–root–shoot circuit to boost plant growth when the light condition is suboptimal.

## Results

### A synthetic root microbiota rescued *Arabidopsis* growth under low PAR

We hypothesized that a microbiota–root–shoot axis exists in plants, allowing them to take advantage of belowground microbial commensals to orchestrate aboveground stress responses. First, we assembled a synthetic microbial consortium (SynCom; Extended Data Fig. 1a and Supplementary Table 1) with phylogenetically diverse bacteria (B, 183 strains), fungi (F, 24 strains) and oomycetes (O, 7 strains) that naturally colonize the roots of healthy *A. thaliana*^12,29^. Eight versions of this BFO SynCom containing B, F and O communities mixed at different relative abundances (RAs) in the starting inoculum were used to recolonize the roots of germ-free *A. thaliana* in the gnotobiotic FlowPot system^30^. Sequencing of the 16S rRNA gene (B) and internal transcribed spacer (ITS) (F and O) confirmed that the initial difference in RA between the three microbial groups did not affect output root microbiota assembly five weeks post-inoculation, on the basis of principal component analysis (Extended Data Fig. 1b) and constrained analysis of principal coordinates (CAP) (B: *P* = 0.921; F: *P* = 0.476; O: *P* = 0.075). Similarly, differences in the B-to-F-to-O RA did not affect plant growth (Kruskal–Wallis, *P* = 0.226; Extended Data Fig. 1c). We then tested the relevance of this multikingdom microbial SynCom for plant growth under suboptimal light conditions. We manipulated light conditions in our plant growth chamber in two ways: (1) by restricting shoot exposure to direct light (low PAR (LP), reduction in light quantity; Extended Data Fig. 2a,b), resulting in a ~55% reduction in photosynthetic photon flux density (400–700 nm; normal light conditions (NC), 62.35; LP, 27.91; Mann–Whitney *U*-test, *P* < 2.2 × 10^−16^; Extended Data Fig. 2a) while only marginally affecting the ratio of red to far-red light (NC, 9.24; LP, 9.14; Extended Data Fig. 2c) and the temperature (NC, 21.02 °C; LP, 20.90 °C; Extended Data Fig. 2c) and (2) by exposing shoots to far-red light (740 nm) for 15 minutes at the end of the day (EODFR (ref. ^31^), reduction in light quality). Hypocotyl length (Extended Data Fig. 2d,e) and relative petiole length (petiole length divided by corresponding leaf length; LP: 1.9-fold, *P* < 2.2 × 10^−16^; EODFR: 2.8-fold, *P* < 2.2 × 10^−16^; Mann–Whitney *U*-test; Fig. 1a) were increased under suboptimal light conditions, consistent with stereotypical shade phenotypes previously described^32–34^. Compared with five-week-old plants grown under NC, those exposed to LP and EODFR showed a significant reduction in canopy size (LP: 2.4-fold, *P* = 5.45 × 10^−13^; EODFR: 2.1-fold, *P* = 2.88 × 10^−4^; Mann–Whitney *U*-test; Fig. 1b,c and Extended Data Fig. 2f) and shoot fresh weight (LP: 2.2-fold, *P* = 2.32 × 10^−8^; EODFR: 2.2-fold, *P* = 4.11 × 10^−5^; Mann–Whitney *U*-test; Fig. 1d) in the absence of the BFO SynCom. Remarkably, the presence of BFO rescued LP- and EODFR-mediated decreases in canopy size and shoot fresh weight to control levels (Fig. 1b–d). Furthermore, recolonization experiments with B in the presence or absence of F and O communities indicated that B commensals alone partially rescued plant growth under LP, whereas the synergistic contribution of B and filamentous eukaryotes was needed for the full rescue (Kruskal–Wallis with Dunn’s post hoc test, *P* < 0.05; Fig. 1e). Experiments with a natural soil (Cologne agricultural soil (CAS)) and with peat repopulated with a microbial wash from CAS validated the robustness of the plant growth rescue under LP, irrespective of microbial diversity and soil conditions (Extended Data Fig. 3a and Supplementary Table 1). The presence of BFO also led to a significant increase in leaf number (Fig. 1f) and the leaf length/width ratio (a proxy of leaf shape; Fig. 1g) (Kruskal–Wallis with Dunn’s post hoc test, *P* < 0.05). Inspection of the magnitude of BFO-mediated modification of leaf traits indicated quantitative differences among the tested parameters and revealed that the amplitude of the BFO effect was always greater under LP and EODFR than under the control light condition (Cohen’s effect size; Fig. 1h). Our results indicate that belowground microbial commensals promote the plant’s ability to grow under suboptimal light conditions by promoting canopy size and to a lesser extent by modulating canopy shape.

**Fig. 1:**
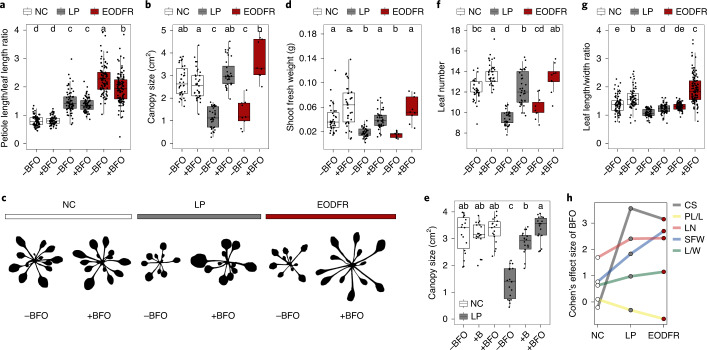
BFO-mediated modulation of leaf traits under LP and EODFR. **a**, Relative petiole length (petiole length divided by leaf length) of five-week-old *A. thaliana* grown in the FlowPot system in the absence (−) or presence (+) of a synthetic microbial community (BFO SynCom, B = 183 bacteria, F = 24 fungi, O = 7 oomycetes) under NC (white), LP (grey) or EODFR (dark red). There were three independent biological replicates (*n* = 489 leaves). **b**, Canopy size of five-week-old *A. thaliana* inoculated with and without the BFO SynCom under NC, LP and EODFR. There were three independent biological replicates (*n* = 162 plants). **c**, Representative images illustrating light- and BFO-induced changes in shoot morphology. **d**, Shoot fresh weight of five-week-old *A. thaliana* inoculated with and without the BFO SynCom under NC, LP and EODFR. There were three independent biological replicates (*n* = 162 plants) **e**, Canopy size of five-week-old *A. thaliana* grown in the FlowPot system in the absence (−) or presence (+) of a synthetic microbial community composed of either B or BFO under NC and LP. There were three independent biological replicates (*n* = 108 plants). **f**, Total leaf number of five-week-old *A. thaliana* inoculated with and without the BFO SynCom under NC, LP and EODFR. There were three independent biological replicates (*n* = 161 plants). **g**, Leaf length/width ratio of five-week-old *A. thaliana* inoculated with and without the BFO SynCom under NC, LP and EODFR. There were three independent biological replicates (*n* = 489 leaves). In **a**,**b**,**d**–**g**, the box plot boundaries reflect the interquartile range, the centre line is the median and the whiskers represent 1.5× the interquartile range from the lower and upper quartiles. The letters indicate statistical significance corresponding to Kruskal–Wallis with Dunn’s post hoc test (*α* = 0.05). **h**, Effect size of BFO on shoot morphological traits under NC, LP and EODFR. The different line colours reflect different shoot morphological traits. CS, canopy size; PL/L, petiole length/leaf length ratio; LN, leaf number; SFW, shoot fresh weight; L/W, leaf length/width ratio.

### Aboveground light conditions modulate root microbiota assembly

We tested whether changes in light conditions perceived by leaves can cascade along the shoot–root axis, thereby modulating root microbiota assembly. Using the same strategy described above, we monitored B, F and O community composition in roots and the surrounding peat matrix for both LP and NC using amplicon sequencing (Methods). The 183 B, 24 F and 7 O could be discriminated into 115, 24 and 7 strain variants, respectively, at single-nucleotide resolution against reference 16S rRNA and ITS sequences (Supplementary Table 1). Inspection of B, F and O strain variants detected across conditions indicated a weak or non-significant effect of the light condition on microbial alpha diversity (analysis of variance (ANOVA) followed by post hoc Tukey’s honestly significant difference (HSD); Fig. 2a). Principal coordinate analysis (PCoA) of Bray–Curtis dissimilarities (Extended Data Fig. 3b), combined with permutational multivariate ANOVA (PERMANOVA, Supplementary Table 2), revealed that the factor ‘compartment’ explained a significant part of the variance in B and F but not O community composition in our gnotobiotic system (‘compartment: root/matrix’; B: *R*^2^ = 0.40, *P* < 0.001; F: *R*^2^ = 0.13, *P* < 0.001; O: *R*^2^ = 0.02, *P* = 0.439; Supplementary Table 2). Overall, the factor ‘light’ did not affect F and O community composition but did significantly shape B community composition (‘light’, *R*^2^ = 0.07, *P* = 0.002; Supplementary Table 2). CAP analysis constrained by ‘light’ and conducted independently for root and matrix samples indicated a significant effect of the light condition on B community composition in roots (‘light’, 11.9%, *P* < 0.001) but not in surrounding peat samples (‘light’, *P* = 0.606, Fig. 2b). In contrast, ‘light’ had no significant effect on F and O community composition in roots (‘light’, F: *P* = 0.105, O: *P* = 0.574) and a weak impact on F community in the matrix (‘light’, F: *P* = 0.023, O: *P* = 0.659; Fig. 2b). Partial least squares-discriminant analysis (PLS-DA; Fig. 2c) together with PERMANOVA conducted on root and matrix samples separately (Supplementary Table 2) further validated the prominent effect of the light condition on the composition of root-associated B communities (‘light’; root, *R*^2^ = 0.23, *P* = 0.006; matrix, *R*^2^ = 0.05, *P* = 0.3) but not F and O communities (Supplementary Table 2). Pairwise-enrichment tests conducted between LP and NC conditions revealed a significant impact of the light condition on the RAs of 23 strain variants in root samples and only 4 in matrix samples (edgeR, generalized linear model, *P* < 0.05; Fig. 2d,e). Multiple *Pseudomonas* and *Rhodanobacter* isolates were specifically enriched in the root compartment between LP and NC (Fig. 2e and Extended Data Fig. 3c). Notably, LP-induced belowground shift in bacterial community was retained in the roots of *A. thaliana* grown in CAS or in peat repopulated with the CAS wash (CAS wash: ‘light’, 13.2%, *P* = 0.002; CAS soil: ‘light’, 24.6%, *P* = 0.001) (Extended Data Fig. 3d,e), and the aforementioned taxonomic changes between LP and NC were quantitatively similar in the context of the CAS wash but not when the natural soil was used (Extended Data Fig. 3c,f,g). Given the possible ectopic leaf colonization by root microbiota members in our gnotobiotic system^35^, we also tested whether BFO root commensals can be detected in leaves and the extent to which their RAs can be modulated by light conditions. Diversity analysis (Extended Data Fig. 4a), PCoA (Extended Data Fig. 4b) and enrichment tests (Extended Data Fig. 4c,d) revealed that 44%, 15% and 0% of B, F and O strain variants detected belowground were colonizing aboveground leaf tissues, and that the composition of ectopic B assemblages was also modulated by light conditions, with 13 strain variants showing light-dependent differential growth (Extended Data Fig. 4d). Sequencing of blank controls from DNA extractions and control samples from germ-free plants confirmed the sterility of our system and validated our sequencing-based detection method (Extended Data Fig. 4e). Our results indicate that shoot exposure to suboptimal light triggers host-dependent modulation of the growth of root-associated and ectopic leaf-associated bacterial taxa in a complex multikingdom synthetic microbiome.

**Fig. 2:**
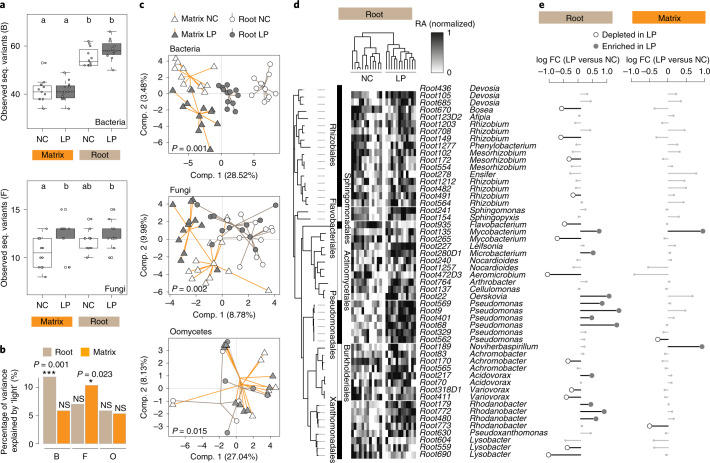
LP-mediated modulation of root microbiota assembly. **a**, Number of B (top) and F (bottom) strain variants detected in roots and the peat matrix five weeks after BFO inoculation in the FlowPot system. The 183 B, 24 F and 7 O strains were grouped into 115 B, 24 F and 7 O strain variants discriminated at single-nucleotide resolution against reference 16S rRNA and ITS sequences. There were three independent biological replicates (*n* = 48 samples). The letters indicate statistical significance corresponding to Tukey’s HSD (*α* = 0.05). Only samples with more than 1,000 reads were considered. The box plot boundaries reflect the interquartile range, the centre line is the median and the whiskers represent 1.5× the interquartile range from the lower and upper quartiles. **b**, Variation in B, F and O community composition explained by ‘light’ (NC versus LP) in root and matrix samples five weeks after BFO inoculation in the FlowPot system. CAP was used to quantify the percentage of variance explained by ‘light’ for each condition. ***P < 0.001; *P < 0.05; NS, not significant (CAP, ANOVA-like permutation test). **c**, Between-group variation in microbial community composition assessed using PLS-DA. Only samples with more than 1,000 reads were considered. The percentage of variance explained by the grouping factor is indicated along the *x* and *y* axes (B, *n* = 47 samples; F, *n* = 48; O, *n* = 26). Comp., component. **d**, Normalized RAs of prevalent B strain variants detected in roots across NC and LP. Sample-wise normalized RA was calculated for each strain variant and is depicted in the heat map next to the taxonomic tree. Only strain variants with an average RA ≥ 0.1% across samples were considered (*n* = 24 samples). The taxonomic tree was constructed on the basis of a maximum likelihood method using full-length 16S rRNA sequences. **e**, Sample-wise log fold change in RA measured for each prevalent strain variant between LP and NC in root and matrix samples. Differential RA with statistically significant *P* values is shown (edgeR, generalized linear model, *P* < 0.05).

### Host prioritizes microbiota-induced growth over defence under LP

We hypothesized that plant responses to BFO commensals and light are interconnected, thereby orchestrating resource investment into shoots under LP. We profiled the root and shoot transcriptomes of BFO-colonized and germ-free *A. thaliana* exposed to LP and NC in the gnotobiotic FlowPot system five weeks after BFO inoculation (Supplementary Table 3). PERMANOVA (Supplementary Table 3) and pairwise correlations among samples (Extended Data Fig. 5a) indicated that the presence/absence of the BFO SynCom explained transcriptome differentiation in root samples more than the light condition (microorganisms: *R*^2^ = 0.361, *P* < 0.001; light: *R*^2^ = 0.262, *P* < 0.001; Supplementary Table 3), whereas differentiation in the shoot transcriptome showed the opposite pattern (microorganisms: *R*^2^ = 0.224, *P* = 0.003; light: *R*^2^ = 0.293, *P* < 0.001; Supplementary Table 3). Consistent with a microbiota–root–shoot axis, the aboveground shoot transcriptome was influenced by BFO commensals (shoot: ‘microorganisms: light’, *R*^2^ = 0.091, *P* = 0.041), while the belowground root transcriptome was modulated by the light condition (root: ‘microorganisms: light’, *R*^2^ = 0.118, *P* = 0.038) (Supplementary Table 3). Hierarchical clustering of the expression profiles of all genes identified as differentially regulated across conditions (|log_2_fold change (FC)| ≥ 1; empirical Bayes statistics; false discovery rate (FDR), <0.05; Extended Data Fig. 5b) identified nine gene expression clusters in root samples (R1–R9, *n* = 3,013 genes; Fig. 3a) and eight in shoot samples (S1–S8, *n* = 2,790 genes; Fig. 3b). The presence of the BFO SynCom triggered light-independent upregulation of genes involved in ion homeostasis (root, R2) and cell differentiation (root, R2), as well as downregulation of genes involved in the response to salicylic acid (SA) (root, R9) and anthocyanin biosynthesis (shoot, S6) (Fig. 3a,b, Extended Data Fig. 5c,d and Supplementary Table 3). In contrast, LP triggered BFO-independent upregulation of genes involved in the response to jasmonic acid (JA) and gibberellin (GA) (shoot, S5) as well as downregulation of genes involved in the flavonoid metabolic process (shoot, S3) and response to high light intensity (root, R4) (Fig. 3a,b, Extended Data Fig. 5c,d and Supplementary Table 3). Furthermore, we identified clusters for which gene expression was modulated by both light and BFO conditions (R1, R3, R7, R8, S1 and S4), probably explaining BFO-mediated host rescue in LP (Fig. 3a,b). Particularly, genes belonging to clusters R1, R3 and S1 were upregulated in the presence of the BFO SynCom under NC but not under LP (Fig. 3a,b). A substantial fraction of the genes (227) did overlap between root clusters R1 and R3 and the shoot cluster S1 (Fig. 3c), and Gene Ontology (GO) term analysis revealed consistent enrichments of immune-related processes, including the response to chitin; the response to SA, JA and ethylene; the response to organonitrogen compounds; and the regulation of immune responses, among others (hypergeometric test with Bonferroni correction, *P* < 0.05; Fig. 3d, Extended Data Fig. 5c,d and Supplementary Table 3). Transcripts with conserved expression patterns in roots and shoots primarily encode transcription factors (WRKY33, WRKY40, MYB15, MYB51, ANAC042 and ANAC055), receptor-like protein/kinase (WAKL10, RLK3 and CRK9), ethylene-responsive elements (ERF6 and ERF11) or calmodulin binding proteins (CBP60G and CML38) (Fig. 3e). Immune response activation in response to the BFO SynCom under NC was more extensive aboveground than belowground and involved several well-known immune-related genes that act through multiple pathways (Fig. 3e). These genes encode transcription factors, proteins and enzymes involved in indole glucosinolate biosynthesis (MYB51 and CYP81F2), camalexin production (CYP71B15), SA response (PR1, BGL2, FRK1, EDS5 and PAD4), systemic acquired resistance (SAR) (SARD1, ALD1, AZI1 and DOX1) and to a lesser extent ethylene/JA responses (PDF1.2b) (Fig. 3e). The absence of transcriptional upregulation of these BFO-induced immune responses under LP (S1, R1 and R3) was accompanied by transcriptional upregulation of genes involved in gluconeogenesis in roots and lipid transport in leaves (R7 and S4; Extended Data Fig. 5e and Supplementary Table 3). Our results demonstrate that *A. thaliana* defence responses induced by multikingdom microbial commensals are modulated by light, probably contributing to the prioritization of microbiota-induced growth over defence under LP.

**Fig. 3:**
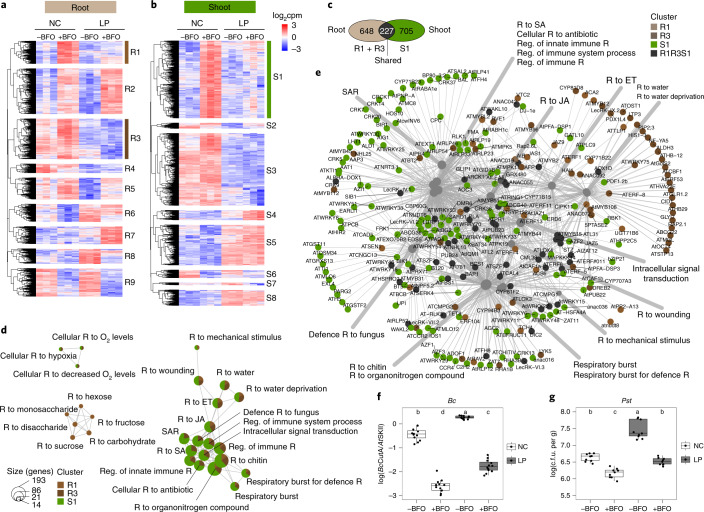
Light- and BFO-mediated transcriptional reprogramming in roots and shoots. **a**,**b**, Transcript profiling of 3,013 *A. thaliana* genes significantly regulated in root samples (**a**) and transcript profiling of 2,790 *A. thaliana* genes significantly regulated in shoot samples (**b**) (|log_2_FC| ≥ 1, empirical Bayes statistics, FDR < 0.05) based on all pairwise sample comparisons. The gene set was split into nine gene expression clusters in roots (R1 to R9) and eight gene expression clusters in shoots (S1 to S8). There were three independent biological replicates (*n* = 24 samples). **c**, Number of genes shared between root clusters R1 and R3 and shoot cluster S1 or specific to each of the two groups. **d**, GO term enrichment network depicting the top 12 most significantly enriched GO terms (hypergeometric test with Bonferroni correction, *P* < 0.05) detected in clusters R1, R3 and S1. Each GO term is represented as a circle, and the contribution of each cluster to the overall GO term enrichment is shown. The size of the GO term reflects the number of genes enriched in the GO term. R, response; reg., regulation; ET, ethylene. **e**, Gene-concept network depicting linkages between genes and the associated top 12 most significantly enriched GO terms detected in clusters R1, R3 and S1. Each node represents a gene and is colour-coded according to the different clusters. **f**, qPCR-based quantification of *Bc* growth in *A. thaliana* leaves five days after pathogen droplet inoculation in the FlowPot system. There were four independent biological replicates (*n* = 48 plants). **g**, Colony-count-based quantification of *Pst* growth in *A. thaliana* leaves five days after pathogen spray inoculation in the FlowPot system. There were three independent biological replicates (*n* = 36 plants). In **f** and **g**, the box plot boundaries reflect the interquartile range, the centre line is the median and the whiskers represent 1.5× the interquartile range from the lower and upper quartiles. The letters indicate statistical significance (one-way ANOVA followed by post hoc Tukey’s HSD, *α* = 0.05). cpm, counts per million; c.f.u., colony-forming units.

### Light and root microbiota modulate leaf pathogen resistance

We hypothesized that aboveground defence triggered by BFO is weakened under LP compared with NC. We tested this hypothesis in our gnotobiotic plant system by inoculating leaves of four-week-old *A. thaliana* (NC − BFO, NC + BFO, LP − BFO and LP + BFO) with the necrotrophic fungal pathogen *Botrytis cinerea* B05.10 (*Bc*, droplet inoculation, 1 × 10^3^ spores) or the hemibiotrophic bacterial pathogen *Pseudomonas syringae* pv. *tomato* DC3000 (*Pst*, spray inoculation, OD = 0.2). The evaluation of pathogen growth in planta by quantitative PCR (qPCR) (*Bc*, Fig. 3f) or colony counting (*Pst*, Fig. 3g) revealed major influences of both light and SynCom conditions on disease resistance five days after pathogen inoculation (ANOVA followed by post hoc Tukey’s HSD, *P* < 0.05; Fig. 3f,g). Plants colonized by the BFO SynCom under NC were the most resistant to both leaf pathogens, which is consistent with extensive BFO-triggered immune responses observed in the RNA-seq data and the presence of putatively protective commensals that ectopically colonize aboveground shoot organs^36^ (Fig. 3b,f,g). In contrast, germ-free plants facing LP were the most susceptible to both pathogens and failed to mount effective immune responses. Although the amplitude of BFO-induced leaf pathogen protection (versus germ-free control) was quantitively similar in NC and LP, plants were more susceptible when the light condition was suboptimal (ANOVA followed by post hoc Tukey’s HSD, *P* < 0.05; Fig. 3f,g). Despite the transcriptional shut-down of immune responses observed in LP + BFO versus NC + BFO conditions, and despite massive investment into growth, colonized plants grown under LP remained largely able to resist aboveground pathogens (Figs. 1b and 3f,g). Taken together, canopy size data, pathogen inoculation assays and RNA-seq experiments suggest that sterile plants failed to grow and defend under LP, whereas colonized plants can grow and resist but probably prioritize growth over defence responses to overcome the light limitation stress.

### Microbiota-mediated plant rescue depends on several host pathways

BFO-mediated shoot growth promotion under LP probably results from complex microbiota–root–shoot signalling mechanisms involving light perception, plant development and immune responses. To identify host components required for the prioritization of microbiota-induced growth over defence under LP, we monitored plant growth as well as *Bc* and *Pst* colonization across several mutant plants in our gnotobiotic system (Extended Data Fig. 6). These plants included mutants impaired in SA and JA biosynthesis (SA, *sid2-2*; JA, *dde2-2*)^37,38^, JA and GA signalling (JA, *myc2-3/jin1-8* and *jazQ*; GA, *dellaP*)^24,39,40^, brassinosteroid signal transduction (*bri1-301*)^41^, light perception (*cry1* *cry2*)^42^ and indole-3-pyruvic-acid-dependent auxin biosynthesis (*sav3-3*)^43^ (Supplementary Table 4). Consistent with previous work^24,41,44–46^, we observed mutant versus Col-0 wild-type (WT) plant variation in vegetative growth under control conditions (NC − BFO), with enhanced growth for *dellaP* and *cry1* *cry2* mutants and reduced growth for *jazQ* and *bri1-301* mutants (Extended Data Fig. 6a–j,o; Mann–Whitney *U*-test, *P* < 0.05; statistical analysis not depicted). Irrespective of these differences in growth rate, LP-mediated reduction in canopy size was quantitatively similar across all mutants tested in the absence of the BFO SynCom (0.48-fold to 0.71-fold decrease in canopy size), except for the *sav3-3* mutant, which retained high growth under LP (Kruskal–Wallis with Dunn’s post hoc test; Fig. 4a). The similarity in Col-0 canopy size observed between LP and NC in the presence of BFO (+BFO; ratio of LP to NC close to 1; Fig. 4a) was largely retained in the *sid2-2*, *dellaP* and *sav3-3* mutants, indicating that the corresponding genes are dispensable for BFO-mediated canopy size enlargement under LP (Fig. 4a and Extended Data Fig. 6a,b). In contrast, canopy size was dramatically reduced under LP compared with NC for *dde2-2*, *myc2-3*, *jazQ*, *bri1-301* and *cry1* *cry2* mutants (+BFO; ratio of LP to NC close to 0.5; Mann–Whitney *U*-test, *P* < 0.01; Fig. 4a and Extended Data Fig. 6a,b), indicating that JA biosynthesis/signalling, brassinosteroid signal transduction and cryptochromes are needed for BFO-induced growth under LP. Integration of the belowground response to microbiota and the aboveground response to light therefore involved multiple points of control along the root–shoot axis. In our gnotobiotic system (NC + BFO, NC − BFO, LP − BFO and LP + BFO), we then inoculated leaves of four-week-old *A. thaliana* Col-0 and mutant plants with *Bc* or *Pst*. Consistent with previous work^39,47,48^, we observed genotype-specific differences in *Bc* and *Pst* susceptibility phenotypes under control conditions (NC − BFO), with the *dde2-2* and *sid2-2* mutants being the most susceptible and resistant to *Bc*, respectively, and the *sid2-2* and *myc2-3* mutants being the most susceptible and resistant to *Pst*, respectively (Extended Data Fig. 6k–o). Under sterile conditions (−BFO), all the mutants tested except *jazQ* (*Bc* condition) showed a significant and consistent increase in *Bc* and *Pst* load in their leaves in LP compared with NC (*Bc*, 3.70-fold to 25.69-fold increase in susceptibility, Fig. 4b; *Pst*, 4.66-fold to 11.94-fold increase in susceptibility, Fig. 4c), validating that LP-mediated reduction in canopy size in the absence of root commensals was also associated with impaired resistance to unrelated leaf pathogens (Fig. 4b,c). In contrast, most of the mutants impaired in BFO-mediated growth rescue in LP remained as resistant to *Bc* and *Pst* (*myc2-3*, *jazQ* and *bri1-301*) or *Pst* only (*cry1* *cry2*) as under NC (Mann–Whitney *U*-test, *P* < 0.05). Our results underline the potential roles of MYC2 and BRI1 as regulatory nodes balancing investment into microbiota-induced growth at the expense of defence under LP.

**Fig. 4:**
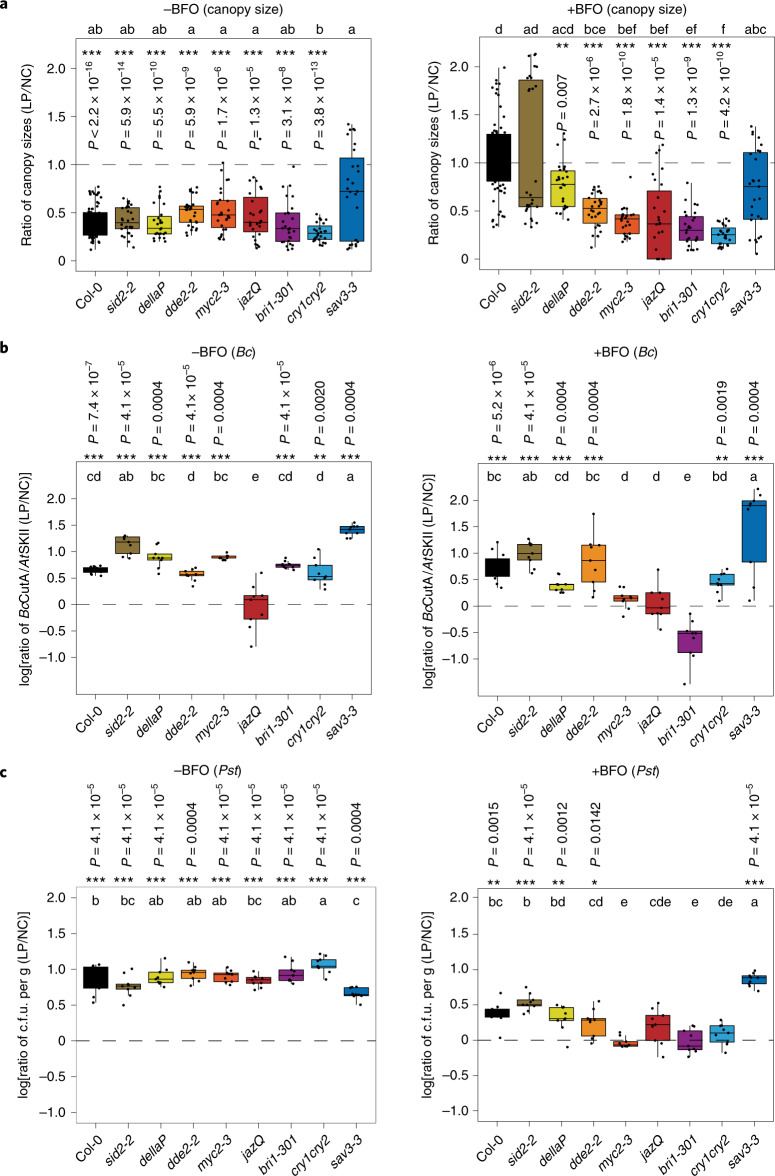
BFO-induced plant growth promotion in LP requires multiple host pathways. **a**, Differential canopy size between LP and NC for *A. thaliana* Col-0 and eight mutants grown in the FlowPot system under germ-free conditions (−BFO, left) or in the presence of the BFO SynCom (+BFO, right). The ratio of canopy sizes (five-week-old plants) was computed between LP and NC across three independent biological replicates (*n* = 1,188, −BFO and +BFO samples). Statistical significance across genotypes is indicated with letters (Kruskal–Wallis with Dunn’s post hoc test, *α* = 0.05). Statistical significance between LP and NC is indicated with asterisks (Mann–Whitney *U*-test, ***P < 0.001, **P < 0.01, *P < 0.05). **b**, Differential *Bc* growth between LP and NC in leaves of *A. thaliana* Col-0 and eight mutants grown in the FlowPot system (left, −BFO; right, +BFO). *Bc* growth was quantified by qPCR in *A. thaliana* leaves five days after pathogen droplet inoculation. The ratio of *Bc* loads was computed between LP and NC across three independent biological replicates for each genotype (*n* = 336, −BFO and +BFO samples). **c**, Differential *Pst* growth between LP and NC in leaves of *A. thaliana* Col-0 and eight mutants grown in the FlowPot system (left, −BFO; right, +BFO). *Pst* growth was quantified by colony counting in *A. thaliana* leaves five days after pathogen spray inoculation. The ratio of *Pst* loads was computed between LP and NC across three independent biological replicates for each genotype (*n* = 324, −BFO and +BFO samples). In **b** and **c**, statistical significance across genotypes is indicated with letters (one-way ANOVA followed by post hoc Tukey’s HSD, *α* = 0.05). Statistical significance between LP and NC is indicated with asterisks (Mann–Whitney *U*-test, ***P < 0.001, **P < 0.01, *P < 0.05). In **a**–**c**, the box plot boundaries reflect the interquartile range, the centre line is the median and the whiskers represent 1.5× the interquartile range from the lower and upper quartiles.

### A link between differential canopy size and root microbiota composition under LP

We asked whether differentiation in B community composition in the roots of WT plants was altered in the different mutants and could correlate with aboveground change in canopy size. We took advantage of the previous experiment in which the different mutants were grown in the gnotobiotic system under NC and LP to simultaneously monitor BFO assemblages in roots and the surrounding peat matrix five weeks after BFO inoculation. PERMANOVA confirmed the effect of the light condition on B community composition in the roots but not in the matrix samples (root, ‘light’: *R*^2^ = 0.014, *P* = 0.024) and revealed that B community differentiation was more extensively shaped by ‘genotype’ than by ‘light’ (root, ‘genotype’: *R*^2^ = 0.117, *P* < 0.001), which was validated by CAP (Supplementary Table 5 and Extended Data Fig. 7a). CAP analysis constrained by ‘light’ for each genotype indicated that light-mediated differentiation in B community composition was greater for *jazQ* (12.8%, *P* = 0.004), *dde2-2* (8.07%, *P* = 0.0265), *myc2-3* (7.87%, *P* = 0.005) and *bri1-301* (6.26%, *P* = 0.049) than for the WT (3.35%, *P* = 0.044) and was not significant for the other mutants (Extended Data Fig. 7b). Pairwise-enrichment tests conducted between LP and NC conditions for each genotype (edgeR, generalized linear model, *P* < 0.05; Fig. 5a) validated the increase in RA of root-associated Pseudomonadales and Actinomycetales observed in the WT, and revealed mutant-specific differences in abundance profiles at the strain (Fig. 5a) and class (Extended Data Fig. 7c) levels. To further test for potential associations between aboveground canopy phenotypes and belowground B community composition, we calculated canopy size variation for each mutant between LP − BFO and LP + BFO conditions and asked whether these quantitative differences were significantly linked to corresponding root microbiota composition under LP. Using a linear regression model, we observed a significant link between BFO-induced canopy growth across mutants and B community composition in roots (coordinate on PCoA axis 1, 46.9% of the variance in Bray–Curtis dissimilarities), which explained 47.7% of the variation in B community composition along PCoA1 (*R*^2^ = 0.4776, *F*_1,7_ = 8.314, *P* = 0.02353; Fig. 5b). We then divided the genotypes into two groups on the basis of the BFO-mediated growth induction (rescued: BFO-induced growth under LP; not rescued: lack of BFO-induced growth under LP) and validated that belowground change in B community composition can be used to discriminate those groups, with a mean classification error of 20.4% (PLS-DA, *P* < 0.001; Extended Data Fig. 7d). To identify the strain variants that allow the best discrimination of the two groups on the basis of variations in their RAs in LP, we trained a support vector machines (SVM) classifier with recursive feature elimination and identified a set of 37 strain variants that were sufficient to accurately predict the phenotype group (*R*^2^ = 0.83; Extended Data Fig. 7e and Supplementary Table 5). Using RA data of these 37 strain variants as an input for PLS-DA, we greatly improved the model quality (PLS-DA; *P* < 0.001; classification error, 8.1%; Extended Data Fig. 7d), whereas a similar analysis with the strain variants not selected by the SVM classifier (*n* = 68 strain variants) could no longer discriminate the two groups (PLS-DA; *P* > 0.05; classification error, 40%; Extended Data Fig. 7d). To further test the extent to which these SVM-defined strain variants (that is, 37, corresponding to 67 strains) drive investment in growth under LP, we performed recolonization experiments with either the full B SynCom (+B, 183 strains) or reduced SynComs containing or lacking the SVM-defined strains (+SVM, 67 strains; +(B − SVM), 116 strains; Fig. 5c–e). Remarkably, plants recolonized by the +SVM SynCom invested into growth at the expense of defence under LP, whereas those colonized by the +(B − SVM) SynCom failed to invest into growth and remained as resistant to *Bc* and *Pst* as under NC (Fig. 5c–e). A similar experiment with B SynComs lacking all seven *Pseudomonas* isolates (+(B − Pseu), 176 strains) or comprising only the *Pseudomonas* strains (+Pseu, 7 strains) further indicated that these commensals were necessary but not sufficient for driving investment into growth at the expense of defence (Extended Data Fig. 7f). Taken together, our results suggest that plant growth and defence phenotypes under LP are directly linked to belowground B community composition and that host modulation of belowground community assembly influences investment into growth over defence under LP.

**Fig. 5:**
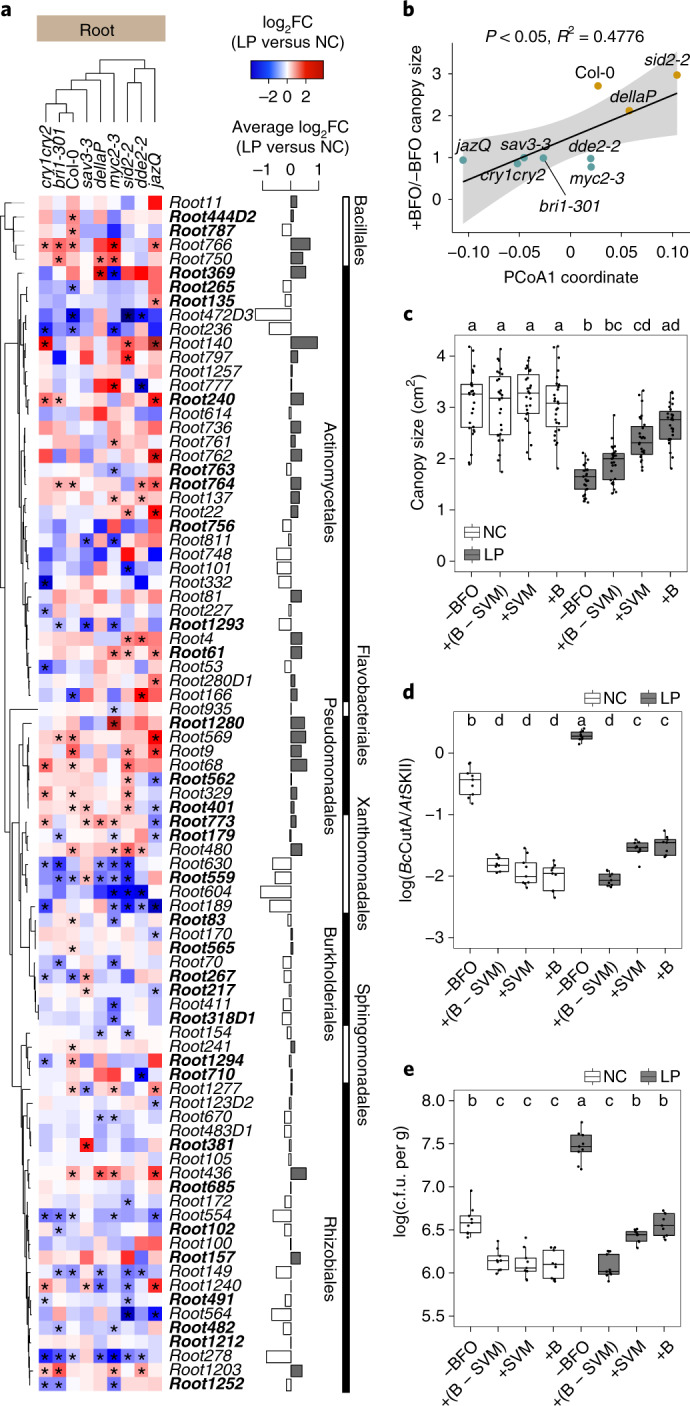
Link between B community composition and BFO-induced growth over defence in LP. **a**, Phylogeny-based heat map showing differential RA in roots under LP versus NC for each variant across all genotypes. Only strain variants (*n* = 85) consistently present across genotype samples were considered (number of samples per genotype, *n* = 9, except *jazQ* (*n* = 6) and Col-0 (*n* = 21)). Significant differences in RA between LP and NC are indicated by asterisks (edgeR, generalized linear model, *P* < 0.05). The bar plot next to the heat map represents the mean difference in RA between LP and NC across all genotypes. Strain variants highlighted in bold correspond to those identified through the SVM classifier. **b**, Linear regression between BFO-induced canopy size in LP (the canopy size under LP in +BFO divided by the mean value of the respective mutant under LP in −BFO) and bacterial community composition (the first axis of PCoA based on Bray–Curtis dissimilarities between samples). Values of *P* and *R*^2^ obtained with ANOVA are indicated in the figure. **c**, Canopy size of five-week-old *A. thaliana* grown in the FlowPot system in the absence (−BFO) or presence of synthetic bacterial communities under NC and LP. +B, all 183 bacterial strains; +SVM, 67 strains identified by the SVM approach as discriminant of the plant growth-rescue phenotype under LP; +(B − SVM), remaining 116 strains not predicted by the SVM approach. There were three independent biological replicates (*n* = 216 plants). The letters indicate statistical significance corresponding to Kruskal–Wallis with Dunn’s post hoc test (*α* = 0.05). **d**, qPCR-based quantification of *Bc* growth in *A. thaliana* leaves five days after pathogen droplet inoculation in the FlowPot system. **e**, Colony-count-based quantification of *Pst* growth in *A. thaliana* leaves five days after pathogen spray inoculation in the FlowPot system. In **d** and **e**, there were three independent biological replicates (*n* = 72 for each panel). The letters indicate statistical significance (one-way ANOVA followed by post hoc Tukey’s HSD, *α* = 0.05). In **c**–**e**, the box plot boundaries reflect the interquartile range, the centre line is the median and the whiskers represent 1.5× the interquartile range from the lower and upper quartiles.

### Priority to microbiota-induced growth over defence under LP requires MYC2

Given the fact that MYC2 is a central node controlling the cross-talk between JA and other phytohormone signalling pathways (that is, GA, SA, abscisic acid and indole-3-acetic acid) and regulating responses to light and the circadian clock^49^, we hypothesized that this transcription factor might coordinate the prioritization of microbiota-induced growth over defence under suboptimal light conditions. Importantly, impaired growth and increased resistance to *Bc* observed in the *myc2-3* mutant were quantitatively similar in the independent *myc234* triple mutant (Extended Data Fig. 6o) and reverted in the *jin1-8* pMYC2::MYC2–FLAG line, in which a MYC2–FLAG fusion protein is expressed under control of the native MYC2 promoter (MYC2–FLAG, *myc2* background)^50^ (Fig. 6a and Extended Data Fig. 8a). We also demonstrated that the alleviation of the EODFR-mediated decrease in canopy size by BFO also required MYC2, illustrating that MYC2-dependent rescue of plant growth by BFO is robust across multiple light-limiting conditions, including when light quantity and quality are altered (Fig. 6a). Western blot assays revealed that MYC2 protein abundance in root and shoot samples was modulated by BFO under LP but not under NC (MYC2–FLAG line), with expression levels in the shoot matching canopy size phenotypes (Fig. 6b and Extended Data Fig. 8b). MYC2 protein abundance in roots showed an opposite trend under LP compared with that observed in shoots (Fig. 6b and Extended Data Fig. 8b). 

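Shoots and roots of 5-week-old plants of the *myc2-3* mutant and of the complemented *jin1-8* pMYC2::MYC2–FLAG line (MYC2–FLAG), in which a FLAG-tagged MYC2 is expressed from the MYC2 promoter, were harvested at 10 a.m. Plants grew in the FlowPot system without microorganisms (−BFO) or with a synthetic community of 183 bacterial, 24 fungal and 7 oomycete strains (+BFO), under normal light (NC) or low photosynthetically active radiation (LP). With 2 tissues, 2 genotypes, 2 light levels and 2 microbial treatments there were 16 conditions of 3 replicate libraries each, 48 libraries in all. The authors mapped the reads to TAIR10 and deposited raw counts per gene, without normalization. Between 5162823 and 11045467 reads per library were counted on genes, with a median of 7553227 in *myc2-3* and 8217300.5 in MYC2–FLAG. The libraries of each genotype came from a sequencing project of their own, so genotype and project cannot be told apart in any comparison between the genotypes. Counts were normalized by edgeR's TMM method, and the 21098 genes with more than 100 counts in total were tested with 1 mean per condition in a single fit of all libraries. A gene was called differentially expressed at an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p under 0.05.

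The targeted gene, MYC2 (AT1G32640), was lower in *myc2-3* than in MYC2–FLAG in each of the 8 comparisons of the same tissue, light level and microbial treatment, with log2 fold changes between -4.92 and -2.16. In shoots, mean CPM (counts scaled to a common library size) of *myc2-3* lay between 6.97 and 11.8. MYC2–FLAG shoots had 55.2 ± 1.29 CPM (SD, n = 3) under LP −BFO, 111 ± 34.1 under NC −BFO and 122 ± 11.3 under NC +BFO. Under LP +BFO, MYC2–FLAG shoots had 241 ± 176 CPM, with 253, 59.2 and 410 CPM in the single libraries, and the log2 fold change there went from -4.92 to -4.29 without replicate 3. In roots, *myc2-3* means lay between 25.9 and 37.8 CPM and MYC2–FLAG means between 128 and 183 CPM. The smallest difference, in roots under NC −BFO, had an adjusted p of 2.99e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

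**Figure D1:**
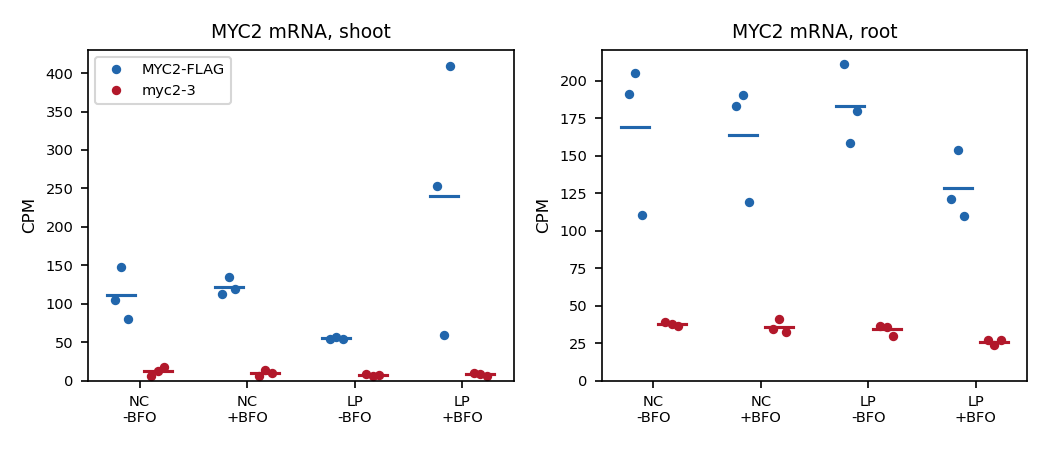
MYC2 in CPM of each library in shoots and roots of *myc2-3* (red) and MYC2–FLAG (blue) by light level and microbial treatment, with a dot for each replicate and a short line for the mean of 3. Every *myc2-3* library lies below the MYC2–FLAG libraries of its condition, and MYC2–FLAG shoots under LP +BFO spread from 59.2 to 410 CPM.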

We profiled the root and shoot transcriptomes of BFO-colonized and germ-free *myc2-3* and MYC2–FLAG lines exposed to LP and NC in the gnotobiotic FlowPot system five weeks after BFO inoculation. Inspection of 571 shared *MYC2*-regulated genes in shoots and roots under LP validated that MYC2 drives opposite responses between shoots and roots (Extended Data Fig. 8c), which explained the opposite trend of MYC2 protein abundance in shoots and roots (Fig. 6b and Extended Data Fig. 8b). 

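Under LP, 1634 genes were called between *myc2-3* and MYC2–FLAG in at least 1 of the −BFO and +BFO comparisons in shoots and in at least 1 of them in roots. The log2 fold change of each gene was averaged over the −BFO and +BFO comparisons within a tissue, and 932 of the 1634 genes (57.0%) had opposite signs in shoots and roots. If the signs in both tissues were unrelated, 50.3% would be opposite. Genes are not independent replicates, so no p-value is given for this share. Higher expression in *myc2-3* shoots and lower expression in *myc2-3* roots was found for 552 genes, and the reverse for 380 genes. The other shared genes were higher in both tissues (289) or lower in both (413). With each LP library left out in turn, the share with opposite signs stayed between 55.4% and 58.6%.

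The paper's text does not name the rule behind the shared set, and the choice of rule moved the share most. Genes called in both tissues under LP +BFO numbered 882, of which 60.9% had opposite signs against 51.3% for unrelated signs. Genes called in both tissues under LP −BFO numbered 232, of which 36.2% had opposite signs against 49.7%. Both of these shares, and which root genes are called, rest on the +BFO and −BFO labels as given, while an average over −BFO and +BFO does not change if these labels are exchanged within a genotype. The pairing of root conditions by label between the genotypes ranked 24 of 24 by correlation of mean profiles. In roots under LP, 1716 genes were called for +BFO against −BFO in both genotypes, and 1675 of them changed in opposite directions in *myc2-3* and MYC2–FLAG.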

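Variance partitioning was repeated on the 12 shoot libraries of each genotype with the adonis2 function of vegan, on Euclidean distances of log2 CPM, with microorganisms, light and their interaction as sequential terms. In *myc2-3* shoots, microorganisms had an R2 of 0.423 (permutation p = 6.0e-05), light had an R2 of 0.197 (permutation p = 0.00212), and the interaction had an R2 of 0.107 (permutation p = 0.0299). In MYC2–FLAG shoots, microorganisms had an R2 of 0.0849 (permutation p = 0.0743), light had an R2 of 0.474 (permutation p = 5.0e-05), and the interaction had an R2 of 0.17 (permutation p = 0.0022). The smallest p that these permutations can give is 1.0e-05. These shares keep the shoot labels as given, whose pairing between the genotypes ranked 12 of 24 by correlation of mean profiles. In the pairing that ranked highest, the +BFO libraries of *myc2-3* went with the NC libraries of MYC2–FLAG. Under such crossed labels, the share of microorganisms in *myc2-3* would correspond to that of light in MYC2–FLAG. Crossed labels and an effect of MYC2 on this order cannot be told apart here.

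The paper's methods name Euclidean distances for the transcriptomes, while the heading of its table for Col-0 names Bray–Curtis dissimilarities. The scale of the expression values moved these shares most. With CPM that were not log-transformed, the order in *myc2-3* shoots reversed, with an R2 of 0.180 for microorganisms and 0.462 for light. In MYC2–FLAG shoots such CPM gave an R2 of 0.0390 for microorganisms (permutation p = 0.135), 0.385 for light and 0.436 for the interaction. With Bray–Curtis dissimilarities of CPM, the R2 in *myc2-3* shoots was 0.380 for microorganisms and 0.347 for light. With these dissimilarities, microorganisms passed the threshold in MYC2–FLAG shoots at an R2 of 0.0879 (permutation p = 0.0115), and the interaction had an R2 of 0.267. With 1 library left out, the R2 of microorganisms in MYC2–FLAG shoots lay between 0.0807 and 0.116. It passed the threshold without NC −BFO replicate 2 (permutation p = 0.0231), LP +BFO replicate 2 (permutation p = 0.0245), NC −BFO replicate 3 (permutation p = 0.0476) or NC +BFO replicate 1 (permutation p = 0.0495).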

Remarkably, presence/absence of the BFO SynCom explained transcriptome differentiation in shoot samples more than light in the *myc2-3* mutant (Extended Data Fig. 8d), which was validated by PERMANOVA (*myc2-3*, microorganisms: *R*^2^ = 0.394, *P* < 0.001; light: *R*^2^ = 0.179, *P* = 0.006; MYC2–FLAG, microorganisms: *R*^2^ = 0.085, *P* = 0.078; light: *R*^2^ = 0.439, *P* < 0.001; Supplementary Table 6). These results suggest that mutation of *MYC2* resulted either in the attenuation of shoot response to light or in the exacerbation of shoot response to microorganisms. 

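In *myc2-3* shoots, 3022 genes were called for +BFO against −BFO under NC and 1560 under LP. MYC2–FLAG shoots had 1303 such genes under NC and 2043 under LP. For LP against NC, *myc2-3* shoots had 1516 called genes without BFO and 1603 with BFO, and MYC2–FLAG shoots had 3980 and 3975. The difference between the genotypes was tested itself, as an interaction. The response to light, averaged over −BFO and +BFO, differed between the genotypes for 3845 genes, with 1848 more positive and 1997 more negative in *myc2-3*. The response to BFO, averaged over NC and LP, differed for 2005 genes, with 1084 more positive and 921 more negative in *myc2-3*. Called counts fell most when edgeR's glmTreat tested each change against a 2-fold change, with 1939 genes for the light interaction and 610 for the BFO interaction. Across the 706 genes called for light in both genotypes without BFO, 319 changed in opposite directions, as did 431 of 637 with BFO. These comparisons between the genotypes rest on the shoot labels as given, for which crossed labels were not ruled out.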

Mutation of *MYC2* led to dramatic shifts in the root and shoot transcriptome, with 5,231 and 5,038 genes differentially regulated in *myc2-3* compared with MYC2–FLAG in roots and shoots, respectively (referred to as *MYC2*-differentially expressed or MDEs, |log_2_FC| ≥ 1, empirical Bayes statistics, FDR < 0.05; Fig. 6c and Extended Data Fig. 8e–g). 

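In shoots, 6270 genes were called between *myc2-3* and MYC2–FLAG in at least 1 of the 4 conditions, and in roots 6177 genes. By condition, shoots had 3463 called genes under NC −BFO, 814 under NC +BFO, 769 under LP −BFO and 4072 under LP +BFO. The corresponding root counts were 2379, 2524, 3676 and 3079. In shoots, 4021 of the genes were called in 1 condition only and 56 in all 4, and in roots 2897 and 643. Sequencing project differs wherever genotype does, so these counts hold both. They also rest on the labels as given, and pairing by label ranked 12 of 24 in shoots and 24 of 24 in roots. Shoot counts were large where same-label mean profiles, centred within genotype, correlated negatively, at -0.350 under NC −BFO and -0.715 under LP +BFO. They were small where this correlation was positive, at 0.614 under NC +BFO and 0.744 under LP −BFO. Mismatched labels were not ruled out as a source of these counts. The alternative that moved the counts most was glmTreat against a 2-fold change, with 2773 genes in shoots and 2501 in roots. With limma-voom, the tool that the authors used, there were 6151 genes in shoots, 5891 of them among the 6270, and 6173 in roots, 5909 of them among the 6177. With all libraries thinned to 5162823 counts, 5984 genes were called in shoots and 5890 in roots.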

A large fraction of these MDEs were previously reported as direct targets of MYC2 (refs. ^51–53^) (MDEs root, 52%; MDEs shoot, 58%; Fig. 6d and Extended Data Fig. 9a). Hierarchical clustering of the gene expression profiles of MDEs revealed eight gene expression clusters for both root and shoot samples. 

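The log2 fold changes of the 6270 shoot genes in the 4 conditions were scaled to mean 0 and SD 1 within each gene and clustered on Euclidean distances with complete linkage into 8 clusters of 165 to 1607 genes. Linkage is not named in the paper's text. The cluster with the highest scaled mean under LP +BFO (1.35) held 849 genes with a median log2 fold change of 1.42 in that condition, and 742 of them were called there. The cluster with the lowest scaled mean under LP +BFO (-1.36) held 1567 genes with a median log2 fold change of -1.45, and 1415 of them were called there. A further cluster of 1607 genes was lowest under NC −BFO (-1.29) and highest under LP +BFO (0.93). Cluster sizes depended on the settings more than any other count did. Under the other settings tried, the highest cluster held between 4 and 1658 genes and the lowest between 48 and 2715. With 1 library left out, they held between 274 and 2230 and between 459 and 2404 genes.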

In roots, GO term enrichment analyses of MDEs for each cluster revealed that processes related to ion homeostasis (MDER7 and MDER8), circadian rhythm (MDER5), response to sugar (MDER5), defence (MDER1), photosynthesis and response to light (MDER3) or cytokinesis processes (MDER2) were modulated by MYC2 across the different conditions (Extended Data Fig. 8g). In shoots, terms related to photosynthesis (MDES1), defence (MDES2), cytokinesis (MDES3), secondary metabolite biosynthesis (MDES4), response to JA (MDES5) or sugar biosynthesis (MDES7) were also altered in the *myc2-3* mutant (Extended Data Fig. 8g). 

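Gene ontology terms were not analysed here, and photosynthesis genes were taken instead by product name. The reference annotation lists 87 genes whose product names a photosystem or a chlorophyll a-b binding protein, and 63 of them were tested. In shoots, their median log2 fold change between *myc2-3* and MYC2–FLAG was 0.27 under NC −BFO, with 8 genes called higher and 1 lower, and 0.27 under NC +BFO, with 6 called higher. Under LP −BFO the median was 0.03, and no gene of the family was called by edgeR's quasi-likelihood test, limma-voom or DESeq2. At an unadjusted p under 0.05 in edgeR's test, 3 genes were higher and 1 was lower there. Under LP +BFO the median was -0.60, with 59 of the 63 genes below 0 and 12 called lower. Under the 3 other scalings, the LP +BFO median lay between -0.71 and -0.59 with 12 or 13 genes called lower, and none of the shoot medians changed sign. In roots the medians were -0.39 under NC −BFO, -0.79 under NC +BFO, -0.80 under LP −BFO and -0.39 under LP +BFO. In the same order, 5, 18, 17 and 9 genes were called lower there and 2, 3, 2 and 5 higher.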

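In shoots under LP +BFO, 2091 genes were called higher and 1981 lower in *myc2-3* than in MYC2–FLAG. For 3806 of these 4072 genes the 3 *myc2-3* libraries did not overlap the 3 MYC2–FLAG libraries. The share called higher was 51.4%, and 43.0% with DESeq2's size factors.

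Genes with the largest changes were taken among called genes whose libraries did not overlap and whose mean count was at least 50. AT5G48430, an aspartyl protease family gene, had 23.2 ± 2.34 CPM (SD, n = 3) in *myc2-3* and no count in MYC2–FLAG. Set against the limit of 3 counts over the MYC2–FLAG libraries, it was at least 129-fold higher (adjusted p = 3.28e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This bound fell to 85.9-fold without MYC2–FLAG replicate 2 and to 82.6-fold without replicate 3. AT4G12490 had 201 ± 17.3 CPM in *myc2-3* and 0.314 ± 0.294 in MYC2–FLAG, a log2 fold change of 9.32 (standard error 0.70, adjusted p = 2.26e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AT4G12500 had 92.4 ± 22.0 CPM in *myc2-3* and 0.379 ± 0.390 in MYC2–FLAG, a log2 fold change of 7.95 (standard error 0.66, adjusted p = 3.35e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without MYC2–FLAG LP +BFO replicate 1, AT4G12490 and AT4G12500 had log2 fold changes of 10.07 and 8.95, and without replicate 3 of 8.70 and 7.33. AT4G12490 and AT4G12500 carry the same lipid-transfer protein product name. Reads with more than 1 alignment were not counted on any gene, so reads shared by both would be missing and their single values are uncertain. CYP81D11 (AT3G28740), a cytochrome P450 gene, had 1.25 ± 0.134 CPM in *myc2-3* and 623 ± 241 in MYC2–FLAG, a log2 fold change of -8.96 (standard error 0.47, adjusted p = 2.77e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AT2G15020, an uncharacterized gene, had 0.482 ± 0.206 CPM in *myc2-3* and 158 ± 20.5 in MYC2–FLAG, a log2 fold change of -8.41 (standard error 0.29, adjusted p = 2.08e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). UGT74E2 (AT1G05680), a glycosyltransferase gene, had 0.306 ± 0.161 CPM in *myc2-3* and 93.6 ± 57.2 in MYC2–FLAG, a log2 fold change of -8.31 (standard error 0.91, adjusted p = 3.10e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The genes with the largest rises fell in the cluster of 1607 genes, and those with the largest falls in the cluster of 1567 genes.

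Mean shoot profiles, centred within each genotype, were also set against each other across 16669 genes, which are not independent replicates. The *myc2-3* profile under LP +BFO had a correlation of -0.715 with the MYC2–FLAG profile of the same label and of 0.677 with that of NC +BFO.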

Notably, clusters MDES2 and MDES7 (shoot) contained GO terms for which the most significant enrichments were observed, and genes in these clusters were either induced (MDES2) or repressed (MDES7) in the *myc2-3* mutant compared with MYC2–FLAG under LP in the presence of BFO (Fig. 6c and Extended Data Fig. 8g). Therefore, MYC2-dependent transcriptional reprogramming between these two clusters probably explained the lack of BFO-mediated growth rescue under LP in the mutant. 

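The effect of BFO in shoots under LP was compared between the genotypes by an interaction test. It differed for 3335 genes, with 1547 more positive and 1788 more negative in *myc2-3*. With glmTreat against a 2-fold change, 1015 genes passed. Of the 441 genes called for BFO under LP in both genotypes, 281 changed in opposite directions, 63.7% against 49.1% for unrelated signs. Under NC, 90 of 616 such genes did, 14.6% against 47.4%. All of these values rest on the shoot labels as given.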

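Within *myc2-3* shoots under LP, 1008 genes were called higher and 552 lower with BFO than without. In MYC2–FLAG shoots under LP, 1166 genes were called higher and 877 lower. Libraries of a single genotype come from 1 sequencing project, so project does not enter these comparisons. The genes of cluster S1, which was found in Col-0, were not used here.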

Inspection of the GO terms and associated genes revealed that BFO-triggered shoot defence responses were retained in the *myc2-3* mutant under LP (MDES2), with 28% of the genes shared between this cluster and the previously identified cluster S1 (Fig. 6e,f; see also Fig. 3b). 

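Of the 7 SA-related and SAR-related genes PR1, BGL2, FRK1, EDS5, SARD1, AZI1 and FMO1, 6 were called higher in *myc2-3* than in MYC2–FLAG shoots under LP +BFO over all genes tested, and 6 were called adjusted over the list alone. The study chose these genes on these libraries, so the count over the list is not independent evidence. Their median log2 fold change was 2.82, also with FMO1 set to its lower bound. FRK1 (AT2G19190) had 104 ± 29.0 CPM (SD, n = 3) in *myc2-3* and 2.99 ± 2.76 in MYC2–FLAG, a log2 fold change of 5.07 (standard error 0.50, adjusted p = 5.12e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AZI1 (AT4G12470), which shares its neighbourhood on the chromosome with AT4G12490 and AT4G12500, had 525 ± 23.9 CPM and 74.1 ± 19.2 CPM, a log2 fold change of 2.82 (standard error 0.36, adjusted p = 2.42e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PR1 (AT2G14610) had 142, 28.8 and 57.1 CPM in the *myc2-3* libraries and 6.42, 0.537 and 6.98 CPM in the MYC2–FLAG libraries, a log2 fold change of 4.04 (standard error 0.87, adjusted p = 1.95e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BGL2 (AT3G57260) had 39.1 ± 4.98 CPM and 9.46 ± 4.45 CPM, a log2 fold change of 2.07 (standard error 0.53, adjusted p = 0.00120 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). EDS5 (AT4G39030) had 7.00 ± 2.40 CPM and 2.97 ± 0.764 CPM, a log2 fold change of 1.25 (standard error 0.37, adjusted p = 0.00435 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FMO1 (AT1G19250) had 19, 2 and 5 counts in the *myc2-3* libraries and 0 in the MYC2–FLAG libraries, at least 8.14-fold higher over a limit of 3 counts in the group (adjusted p = 0.00357 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This bound fell to 5.42-fold without MYC2–FLAG LP +BFO replicate 2 and to 5.21-fold without replicate 3. SARD1 (AT1G73805) had 18.3 ± 6.46 CPM and 9.93 ± 10.1 CPM and was not called, with a log2 fold change of 0.88 (standard error 0.46, adjusted p = 0.117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

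Single libraries decided 3 of these calls. Without *myc2-3* LP +BFO replicate 1, EDS5 had a log2 fold change of 0.95 and an adjusted p of 0.0572 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the 6 fits that leave out 1 library ranged from 0.00299 to 0.0572. FMO1 lost its call without the same library, where 7 counts remained and the bound fell to 3.39-fold, at an adjusted p of 0.0616 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a range of 0.00216 to 0.0616. SARD1 was called without MYC2–FLAG LP +BFO replicate 3, with a log2 fold change of 2.18 and an adjusted p of 0.00119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range of 0.00119 to 0.497. SARD1 was also called with limma-voom at a log2 fold change of 1.39, and with thinned libraries at 1.15. PR1 had a log2 fold change of 3.23 without *myc2-3* LP +BFO replicate 1, and FRK1 one of 6.20 without MYC2–FLAG LP +BFO replicate 3. Against a 2-fold change with glmTreat, 4 of the 7 genes were called, and BGL2 and EDS5 lost their calls.

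For +BFO against −BFO within *myc2-3* shoots under LP, 4 of the 7 genes were called over all genes and 4 adjusted over the list alone. These were FRK1, AZI1, BGL2 and EDS5, with log2 fold changes of 3.68, 2.91, 2.03 and 1.37. EDS5 was not called without *myc2-3* LP +BFO replicate 1, at a log2 fold change of 1.07, and neither EDS5 nor BGL2 was called with glmTreat. Without *myc2-3* LP −BFO replicate 2, FRK1, AZI1 and BGL2 had log2 fold changes of 5.53, 3.54 and 2.98. PR1, with 5.21, 100 and 0.912 CPM in the −BFO libraries, had a log2 fold change of 1.07 and was not called (adjusted p = 0.263 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without *myc2-3* LP −BFO replicate 2, the PR1 log2 fold change was 4.60 (adjusted p = 6.54e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where the fits that leave out 1 library ranged from 6.54e-05 to 0.865. Without *myc2-3* LP +BFO replicate 1, the log2 fold change fell to 0.26 for PR1 and from 1.91 to 0.67 for FMO1. FMO1 was called without *myc2-3* LP −BFO replicate 2 as well, with 26 counts against 0 in the remaining −BFO libraries, at least 5.65-fold higher over the same limit. PR1 with limma-voom and FMO1 with DESeq2 were called, at log2 fold changes of 2.70 and 1.88.

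**Figure D2:**
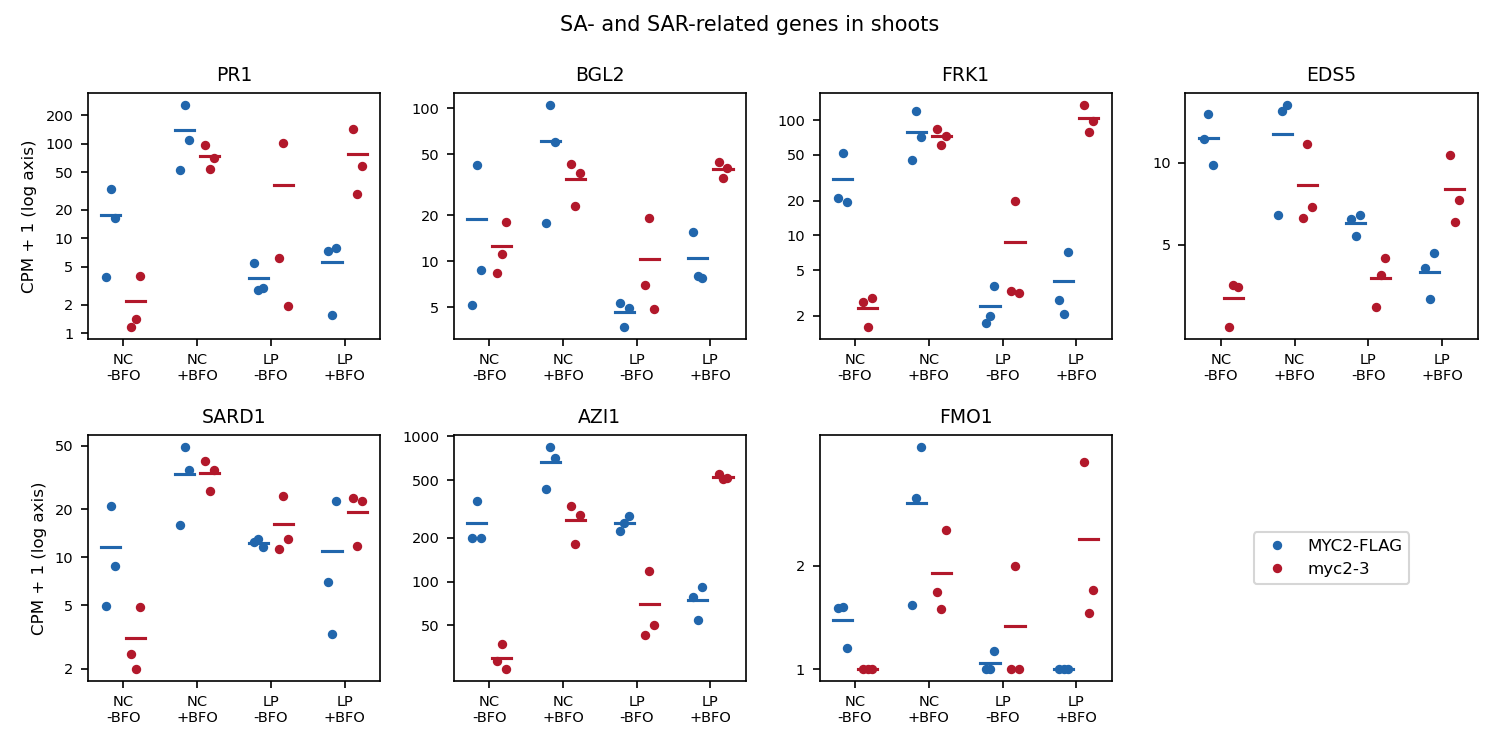
CPM plus 1, on a log axis, of PR1, BGL2, FRK1, EDS5, SARD1, AZI1 and FMO1 in shoots of *myc2-3* (red) and MYC2–FLAG (blue) by light level and microbial treatment, with a dot for each replicate and a short line for the mean of 3. Under LP +BFO the *myc2-3* mean lies above the MYC2–FLAG mean for all 7 genes, and the replicates of SARD1 overlap.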

Consistent with the high levels of free SA (that is, active) measured in leaves of the *myc2*-3 mutant under LP (Extended Data Fig. 10), these responses involved primarily SA-related and/or SAR-related genes (PR1, BGL2, FRK1, EDS5, SARD1, AZI1 and FMO1), indicating that BFO-triggered immunity in leaves remained activated under LP in this mutant (Fig. 6g). In contrast, genes involved in starch and sugar metabolic processes were downregulated under the same condition, illustrating that priority to defence in shoots of the *myc2*-3 mutant was associated with altered sugar metabolic processes. These genes encode enzymes primarily involved in starch biosynthesis (SS1 and SS3), starch accumulation (ADG1 and PGI) or starch breakdown (LSF1, LSF2, PTPKIS1 and BAM3) in shoots (Fig. 6g). 

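All 8 starch genes named by the study for these libraries (SS1, SS3, ADG1, PGI, LSF1, LSF2, PTPKIS1 and BAM3) were called lower in *myc2-3* than in MYC2–FLAG shoots under LP +BFO, over all genes tested and also adjusted over the list alone, with a median log2 fold change of -1.46. As with the defence genes, the list was chosen on these libraries, so the second count is not independent evidence. For +BFO against −BFO within *myc2-3* shoots under LP, the 8 genes had log2 fold changes between -1.40 and -0.30. Of these, 1 was called over all genes and 1 adjusted over the list alone, where the fold-change threshold was kept. An adjusted p under 0.05 from edgeR's quasi-likelihood test was reached by 7 of the 8. In MYC2–FLAG shoots, the 8 genes had log2 fold changes between 0.19 and 1.88 for the same comparison, and 1 was called. There, 6 of the 8 had an adjusted p under 0.05 from the same test. Against a 2-fold change with glmTreat, 5 of the 8 genes were called lower in *myc2-3* under LP +BFO.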

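BAM3, taken as AT4G17090 among 2 loci that carry the name, had 38.6 ± 8.42 CPM (SD, n = 3) in *myc2-3* and 442 ± 79.2 in MYC2–FLAG shoots under LP +BFO, a log2 fold change of -3.53 (standard error 0.34, adjusted p = 2.25e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LSF1 (AT3G01510) had a log2 fold change of -1.86 (standard error 0.18, adjusted p = 2.22e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ADG1 (AT5G48300) had 105 ± 4.41 CPM and 357 ± 39.1 CPM, a log2 fold change of -1.76 (standard error 0.13, adjusted p = 9.96e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SS3, taken as AT1G11720 among 2 loci with that symbol, had 42.8 ± 5.59 CPM and 123 ± 16.3 CPM, a log2 fold change of -1.52 (standard error 0.12, adjusted p = 1.48e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PTPKIS1 (AT3G52180, SEX4 in the annotation), LSF2 (AT3G10940) and SS1 (AT5G24300) had log2 fold changes of -1.40, -1.37 and -1.11. PGI (AT4G24620, PGI1 in the annotation) had 78.6 ± 6.46 CPM and 159 ± 12.1 CPM, a log2 fold change of -1.01 (standard error 0.10, adjusted p = 3.49e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PGI lay just past the fold-change threshold and fell inside it without MYC2–FLAG LP +BFO replicate 1 (-0.97), *myc2-3* LP +BFO replicate 1 (-0.99) or *myc2-3* LP +BFO replicate 2 (-0.97).

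**Figure D3:**
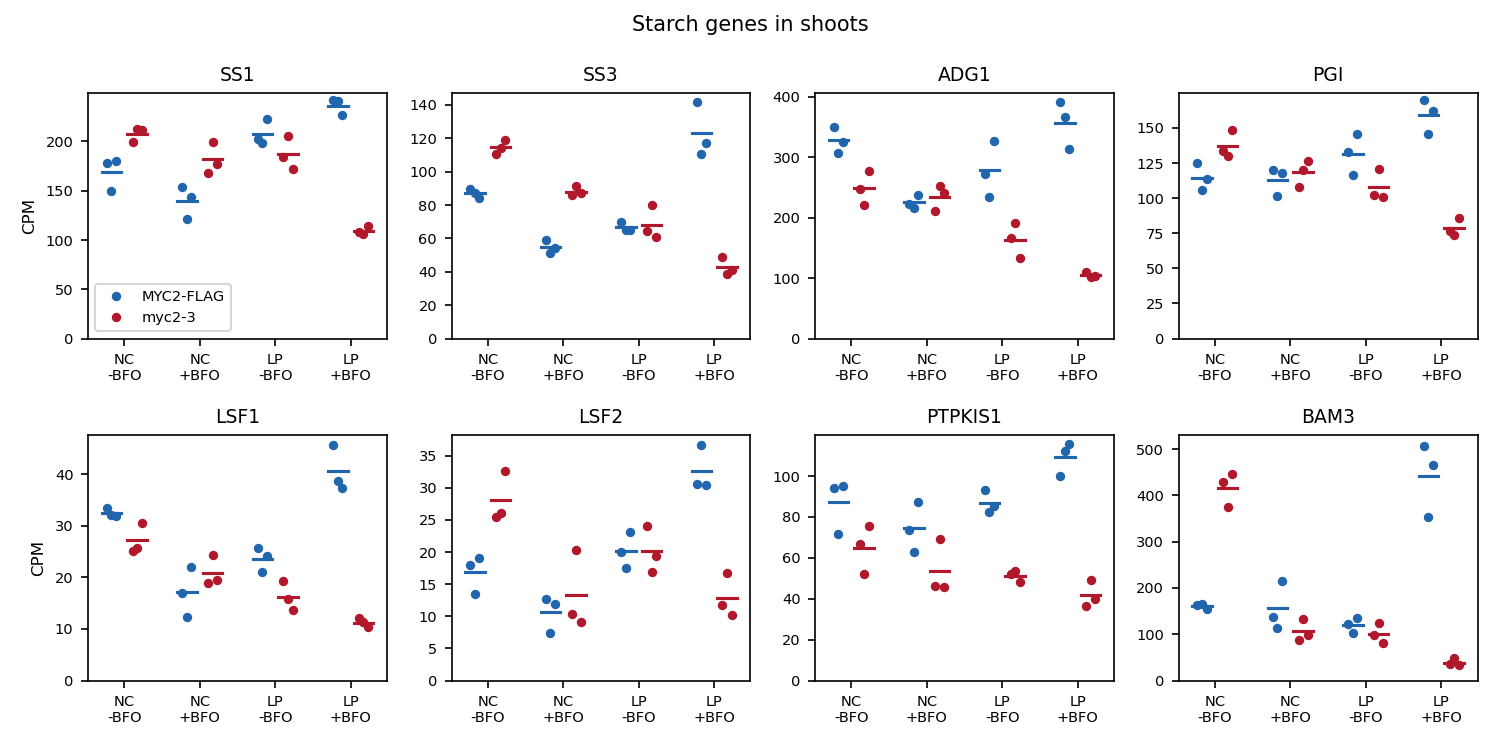
CPM of SS1, SS3, ADG1, PGI, LSF1, LSF2, PTPKIS1 and BAM3 in shoots of *myc2-3* (red) and MYC2–FLAG (blue) by light level and microbial treatment, with a dot for each replicate and a short line for the mean of 3. Under LP +BFO the *myc2-3* mean lies below the MYC2–FLAG mean for all 8 genes, and BAM3 has 38.6 against 442 CPM.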

Our results indicate that the trade-off between starch/carbon metabolism and defence in shoots is modulated by microbiota and light in a MYC2-dependent manner.

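The dependence of these lists on light and on microbiota was tested as a difference between the genotypes. For the response to light, averaged over −BFO and +BFO, all 7 SA-related and SAR-related genes were more positive in *myc2-3* and called, 7 also adjusted over the list alone, with a median difference of 2.57 on the log2 scale over the 6 genes other than FMO1, which had conditions without a count. All 8 starch genes were more negative, 5 were called over all genes and 5 adjusted over the list alone, and the median difference was -1.14. All 8 had an adjusted p under 0.05 from edgeR's quasi-likelihood test, so the fold-change threshold removed the others. For the response to BFO under LP, FRK1, EDS5 and AZI1 were called more positive in *myc2-3*, 3 of 7 over all genes and 3 adjusted over the list alone, with a median of 1.38 over the same 6 genes. The *myc2-3* response that enters this difference moved with single libraries. With 1 left out, its log2 fold change lay between 0.26 and 4.60 for PR1 and between 3.24 and 5.53 for FRK1. For the difference in the response to BFO under LP, SS3, LSF1, LSF2 and BAM3 were called more negative, 4 of 8 over all genes and 4 adjusted over the list alone, with a median of -1.16. Here too all 8 were more negative with an adjusted p under 0.05 from edgeR's quasi-likelihood test. Under NC −BFO, 5 of the 7 defence genes were called lower in *myc2-3* than in MYC2–FLAG and 1 of the starch genes, BAM3, was called higher. The 5 fell to 3 without MYC2–FLAG NC −BFO replicate 2 and to 4 without *myc2-3* NC −BFO replicate 1. Under NC +BFO, 1 defence gene, AZI1, was called lower, with a median of -0.82 over the list. Without MYC2–FLAG NC +BFO replicate 1, 3 defence genes were called lower and the median was -1.27, and without MYC2–FLAG NC +BFO replicate 2 the median was -0.18. Without *myc2-3* NC +BFO replicate 2, EDS5 was called in place of AZI1. Under LP −BFO, PR1 and FRK1 were called higher and AZI1 lower in *myc2-3*, with 5 of the 7 genes higher and a median of 1.42. Without *myc2-3* LP −BFO replicate 2, 3 of the 7 were higher, the median was -0.03 and PR1 and FRK1 lost their calls, and FRK1 also lost it without MYC2–FLAG LP −BFO replicate 2. The starch genes had medians of -0.26 under LP −BFO, between -0.39 and -0.17 with 1 library left out, and of 0.16 under NC +BFO, which fell to 0.004 without MYC2–FLAG NC +BFO replicate 2 and to 0.03 without *myc2-3* NC +BFO replicate 2. Both lists follow shoot labels whose pairing between the genotypes ranked 12 of 24 by correlation of mean profiles. The paper takes its results to indicate that microbiota and light modulate the trade-off of starch or carbon metabolism with shoot defence in dependence on MYC2.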

**Fig. 6:**
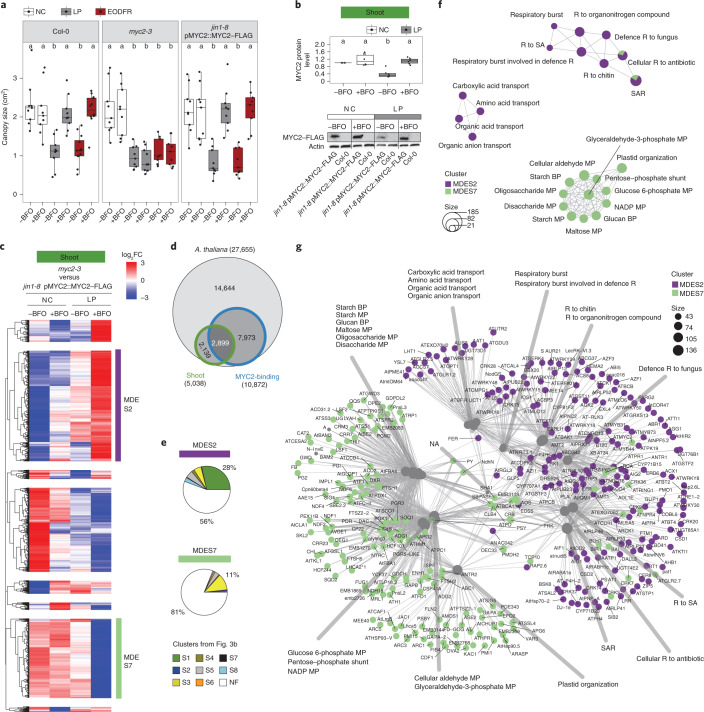
MYC2-dependent prioritization of BFO-induced growth over defence in LP. **a**, Canopy size of five-week-old WT (Col-0), mutant (*myc2-3*) and complemented (*jin1-8* pMYC2::MYC2–FLAG) *A. thaliana* grown in the FlowPot system in the absence (−) or presence (+) of the BFO SynCom under NC (white), LP (grey) or EODFR (dark red). There were three independent biological replicates (Col-0, *n* = 60 plants; *myc2-3*, *n* = 54 plants; *jin1-8* pMYC2::MYC2–FLAG, *n* = 54 plants). **b**, Quantified MYC2 protein abundance in shoots of five-week-old *jin1-8* pMYC2::MYC2–FLAG plants in the FlowPot system with or without BFO under either NC (white) or LP (grey). There were three independent biological replicates including six independent replicates of immunoblots (*n* = 48 samples). One immunoblot replicate is shown on the bottom (uncropped scan in Extended Data Fig. 9b). In **a** and **b**, the letters indicate statistical significance (Kruskal–Wallis with Dunn’s post hoc test, *α* = 0.05). The box plot boundaries reflect the interquartile range, the centre line is the median and the whiskers represent 1.5× the interquartile range from the lower and upper quartiles. **c**, Transcript profiling of 5,038 *A. thaliana* genes significantly regulated in shoots of the *myc2-3* mutant versus the *jin1-8* pMYC2::MYC2–FLAG line (|log_2_FC| ≥ 1, empirical Bayes statistics, FDR < 0.05). The gene set was split into eight major MDE gene expression clusters (MDES1 to MDES8). There were three independent biological replicates (*n* = 24 samples). **d**, Overlap between the number of MDE genes identified in shoots and all MYC2 target genes identified by ChipSeq in three independent studies^51–53^. **e**, Percentage of genes shared between MDES2 (top) and MDES7 (bottom) and clusters previously defined in Fig. 3b (S1 to S8). NF, not found in Fig. 3b. **f**, GO term enrichment network depicting the top 12 most significantly enriched GO terms (hypergeometric test with Bonferroni correction, *P* < 0.05) in MDES2 and MDES7. The size of the GO term reflects the number of genes enriched. R, response; BP, biosynthetic process; MP, metabolic process. **g**, Gene-concept network (cnetplot function in R) depicting linkages between genes and the associated top 12 most significantly enriched GO terms detected in clusters MDES2 and MDES7.

## Discussion

Reminiscent of the bidirectional communication mechanisms described along the microbiota–gut–brain axis in animals^15,54,55^, we report here that aboveground stress responses in plants can be orchestrated through long-distance communication with belowground commensals. We demonstrate that changes in aboveground light can cascade along the shoot–root axis to alter the composition of root commensal communities. Reciprocally, the presence of BFO commensals triggered leaf activation of defence or growth responses in a light-dependent manner. The integration of these responses to microorganisms and light along the root–shoot axis dictates the trade-off between growth and defence, thereby boosting plant growth under suboptimal light conditions (Fig. 7).

**Fig. 7:**
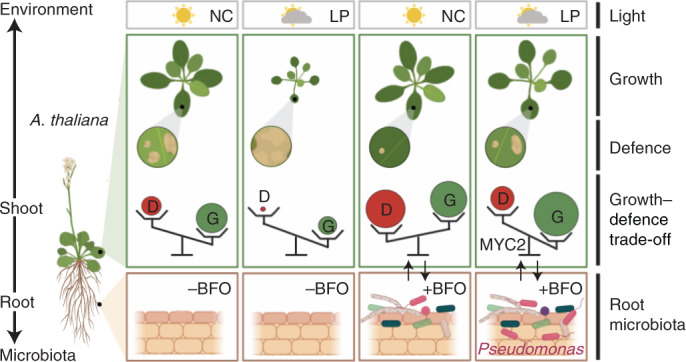
Model for root microbiota-induced growth–defence trade-off between NC and LP. Graphical summary illustrating the bidirectional communication mechanisms along the microbiota–root–shoot–environment axis in *A. thaliana*. In the absence of BFO commensals, plants prioritize growth (G) over defence (D), especially under LP. However, suboptimal light conditions restrict both growth and defence responses, leading to small plants that are highly susceptible to leaf pathogens. In the presence of BFO root commensals under NC, extensive activation of immunity response was observed in leaves, thereby effectively protecting leaves against microbial pathogens. The BFO SynCom also promotes growth responses under this condition, which probably compensates for the fitness cost associated with this elevated immune status. Under suboptimal light conditions, the amplitude of root microbiota-induced systemic immune responses is reduced in a MYC2-dependent manner and growth-promoting bacterial commensals are enriched in roots, thereby boosting plant growth at the expense of defence. Although these plants prioritize microbiota-induced growth over microbiota-induced defence, they still remain more resistant to leaf pathogens than corresponding germ-free control plants grown under NC.

Over the course of evolution, the roots of land plants have continuously interacted with multikingdom microbial commensals^2,56^. Consequently, microbial molecules in the rhizosphere (such as hormones, microorganism-associated molecular patterns, volatile organic compounds and lipo-chitooligomers) have been shown to serve as developmental signals for plant growth and immune system maturation^36,57,58^. However, whether microbial signals belowground can modulate aboveground stress responses and vice versa remains poorly understood. Bidirectional communication mechanisms between shoot and root organs have been previously described in the context of aboveground biotic stresses^16^. Leaf colonization by microbial pathogens or herbivores results in shifts in the rhizosphere microbiota through host-induced modulation of root exudation profiles^59–61^. Using manipulation experiments, these pathogen/herbivore-induced shifts in rhizosphere commensal communities were shown to be the direct cause protecting the next plant generation through the promotion of systemic defence responses^11,60,61^. Modulation of the rhizosphere microbiota via leaf-pathogen-induced change in root exudation profiles therefore seems to dictate the survival and performance of the offspring (that is, the cry-for-help hypothesis). Here, we identified a link between differential canopy size across mutants and bacterial community composition under LP and validated that the composition of bacterial root commensals can drive differential investment in microbiota-induced growth or microbiota-induced defence responses. Our results suggest that host-driven recruitment of specific root commensals drives or at least contributes to plant prioritization of growth over defence responses under LP. Although investment in growth under LP is microbiota-dependent, it remains difficult to determine the exact contribution of microbial metabolites, microbiota-induced plant prioritization of growth over defence or microbiota-induced reallocation of resources from root to shoot to the growth-rescue phenotype.

The induction of systemic defence responses, including pathogen‐triggered SAR (SA-dependent) and commensal‐triggered induced systemic resistance (JA- and ethylene-dependent), has been extensively reported in response to specific commensal or pathogenic microorganisms^62–66^. Here we showed that root colonization by a multikingdom consortium of microorganisms originally isolated from the roots of healthy plants triggered aboveground induction of defence responses effective against *Bc* and *Pst*. Compared with germ-free plants, the presence of the BFO SynCom provided extensive protection from leaf pathogens, which was largely independent of the light condition. It is therefore important to note that although a significant part of BFO-induced pathogen resistance is modulated by light and MYC2, most of this protective activity occurred through a MYC2- and light-independent mechanism. Since ectopic leaf colonization by a few root microbiota members was also noted, it is possible that direct antagonism towards pathogens and local defence responses activated in response to these ectopic colonizers also contribute to aboveground pathogen protection. The observed defence responses induced by BFO commensals in the leaves of WT (cluster S1, NC + BFO) and *myc2-3* (cluster MDES2, LP + BFO) plants resemble more stereotypical SAR than induced systemic resistance responses^67^, which is consistent with the fact that induced systemic resistance responses were previously found to be abolished in the *myc2-3* mutant^68^. The induction of immune responses is costly for plants^69,70^, and, consistent with our data (Fig. 6), these responses are known to be associated with the downregulation of genes involved in chloroplast functions, including photosynthetic light reactions, the Calvin cycle, photorespiration and starch metabolism^70–72^. As chloroplasts are central integrators of multiple functions linked to photosynthesis, defence and development^62,63,73^, complex metabolic trade-offs in these organelles probably dictate plant investment into microbiota-induced growth or microbiota-induced defence responses.

A direct link between induced defences and light conditions is supported by previous work showing an absolute requirement of phytochromes, but not cryptochromes, for biological induction of SAR^22,74^. Since phytochrome-mediated light signalling is interconnected with JA signalling, probably via MYC2 (refs. ^24,75–77^), it has been suggested that MYC2 might orchestrate the regulation of plant growth and development by light quality^49^. Our results are consistent with this hypothesis and suggest that LP-dependent downregulation of microbiota-induced defence in leaves is orchestrated through MYC2 via a cross-talk between photoreceptor signalling and defence signalling. Our observation that MYC2 is needed for LP-triggered reduction of immune activity against *Pst* and *Bc* in the presence of BFO commensals but not under axenic conditions indicates that this MYC2-dependent growth–defence trade-off requires signals from microbial commensals. This result further supports the hypothesis that, over evolutionary time, the direct integration of microbial and environmental cues by plants has been key for plant adaptation to environmental constraints.

Our results suggest that the interference of MYC2 (the JA signalling pathway) with light, SA/SAR and GA signalling pathways is key to prioritizing investment in shoot growth over shoot defence under LP. In our gene expression network (Fig. 6), we identified a few genes connecting the clusters MDES2 (defence cluster) and MDES7 (growth cluster). These MDEs include EDS5 (ref. ^78^), a transporter required for SA export from chloroplasts and needed for SA signalling (induced in *myc2-3* in LP); AOS^79^, a key chloroplastic enzyme needed for JA biosynthesis (repressed in *myc2-3* in LP); and RGL3 (ref. ^80^), a repressor of GA responses (induced in *myc2-3* in LP). 

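In shoots of these libraries, the direction under LP depended on BFO for EDS5. Its log2 fold change between *myc2-3* and MYC2–FLAG was 1.25 under LP +BFO and -0.86 under LP −BFO, where it was not called (adjusted p = 0.125 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AOS (AT5G42650) had 105 ± 22.0 CPM (SD, n = 3) in *myc2-3* and 279 ± 113 in MYC2–FLAG under LP +BFO, a log2 fold change of -1.41 (standard error 0.27, adjusted p = 2.74e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Neither EDS5 nor AOS was called there against a 2-fold change with glmTreat. Under LP −BFO, AOS had a log2 fold change of -0.28 and was not called (adjusted p = 0.542 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RGL3 (AT5G17490) had 18.5 ± 1.13 CPM and 3.83 ± 2.44 CPM under LP +BFO, a log2 fold change of 2.23 (standard error 0.30, adjusted p = 5.57e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was 2.92 without MYC2–FLAG LP +BFO replicate 3. Under LP −BFO, RGL3 had a log2 fold change of -0.03 (adjusted p = 0.992 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was 0.23 without *myc2-3* LP −BFO replicate 2. The effect of BFO under LP differed between the genotypes for all 3 genes, by 2.11 for EDS5, -1.13 for AOS and 2.26 for RGL3 on the log2 scale (adjusted p = 0.00177, 0.0169 and 2.83e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).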

As these genes are well-known MYC2 target genes^51,53,81,82^, it is conceivable that differential regulation of the expression of these genes by MYC2 orchestrates a complex cross-talk between JA, SA and GA to prioritize either microbiota-induced growth or defence according to the surrounding light conditions. Importantly, this survival trade-off might not necessarily occur in plant species that naturally grow at high density or under suboptimal light conditions, as exemplified by the concomitant activation of defence and shade avoidance responses observed in *Geranium robertianum*^83^.

Taken together, our data suggest that plant growth and survival in nature probably depend on the ability of these sessile organisms to utilize belowground microbial signals to prioritize either growth or defence depending on light quantity and quality perceived by leaves. Phenotypic plasticity and aboveground stress responses in plants can therefore be governed by microbial root commensals.

## Methods

All experiments were performed at least three independent times, except RNA-seq experiments, which were carried out once with three biological replicates. All findings were consistent across replicates.

### Microbial strains and culture conditions

The bacterial, fungal and oomycete strains used in this study have been previously reported^12,35^ and are summarized in Supplementary Table 1. *Pst* and *Bc* (a benomyl derivative of the strain SAS56) were used as model pathogens for pathogen assays in *A. thaliana*^48,84^. Bacterial strains were routinely cultured at 25 °C in liquid 50% Tryptic Soy Broth (Sigma-Aldrich) and stored at −80 °C in 25% glycerol. Fungal strains were cultured at 20 °C in solid PGA media (Sigma-Aldrich), and agar plugs containing mycelia were stored at −80 °C in 30% glycerol. Oomycete strains were continuously propagated in solid PGA media. *Pst* was cultured at 28 °C in NYGA medium and stored at −80 °C in 7% dimethyl sulfoxide. *Bc* spores were obtained from −80 °C glycerol stocks in which the concentration was adjusted to 10^7^ spores per ml in Vogelbuffer (in 1 l: 15 g sucrose, 3 g Na-citrate, 5 g K_2_HPO_4_, 0.2 g MgSO_4_7H_2_O, 0.1 g CaCl_2_2H_2_O, 2 g NH_4_NO_3_).

### Plant material and growth conditions

*A. thaliana* Col-0 and the mutants used in this study are provided in this section and Supplementary Table 4. *A. thaliana* Col-0 WT (N60000) was obtained from the Nottingham Arabidopsis Stock Centre. The *dellaP* mutant (*della* pentuple) was previously generated by crossing *ga-28*, *rgl1-SK62*, *rgl2-SK54*, *rgl3-3* and introgressed *gai-t6* (ref. ^40^). The *jazQ* mutant (*jaz* quintuple) was previously obtained from T-DNA insertion mutants of *jaz1-2*, *jaz3-4*, *jaz4-1*, *jaz9-4* and *jaz10-1* (ref. ^24^). The mutants *dde2-2* (CS65993)^38^, s*id2-2* (CS16438)^37^, *myc2-3* (salk_061267)^39^, *sav3-3* (ref. ^43^), *bri1-301* (ref. ^41^), *myc234* (ref. ^85^), *cry1-304 cry2-1* (ref. ^86^) and *jin1-8* pMYC2::MYC2–FLAG^50^ were previously reported. Seeds of *A. thaliana* Col-0 and mutant plants were surface-sterilized in 70% ethanol for 18 min followed by a brief wash with 100% ethanol (1 min). The seeds were dried out under sterile bench conditions and were incubated for two days at 4 °C in the dark. Individual seeds were sown onto the surface of FlowPots^30^ by pipetting one seed at a time. Before seed sowing, the FlowPots were inoculated with half-strength Murashige and Skoog medium (without sucrose, pH 5.5; Sigma-Aldrich) with or without microbial commensals. Combined boxes containing FlowPots with sterile or colonized plants were incubated under short-day conditions at 21 °C with three light conditions (NC: photosynthetic photon flux density, 62.35 µmol m^−2^ s^−1^; LP: photosynthetic photon flux density, 27.91 µmol m^−^^2^ s^−1^; EODFR: 15 min far-red light (740 nm) treatment at the end of the day) (10 h) and at 19 °C in the dark (14 h). The light condition was measured by Spectral PAR meter PG100N (UPRtek).

### Microbiota reconstitution experiments in the FlowPot system

The bacterial strains were cultivated in 96-deep-well plates containing 400 μl of 50% Tryptic Soy Broth (Sigma-Aldrich) with 180 r.p.m. shaking speed for seven days at 25 °C and subsequently pooled at equal volume ratios. This bacterial pool was centrifuged at 4,000 *g* for 10 min and resuspended in 10 mM MgCl_2_ to remove residual media and bacteria-derived metabolites. Prior to inoculation, OD_600_ was adjusted to 0.5. Individual fungal and oomycete strains were cultivated on solid PGA medium for 14 days. Then, 100 mg of fungal and 40 mg of oomycete mycelium was harvested for each strain and aliquoted into 2 ml Eppendorf tubes containing 1 ml of MgCl_2_ and one sterile stainless-steel bead (3.2 mm). The mycelium was subsequently crushed with a paint shaker (SK450, Fast & Fluid Management) for 10 min. Fragmented fungal or oomycete mycelia were then pooled at equal volume ratios at a concentration of 100 mg ml^−1^ for fungi and 40 mg ml^−1^ for oomycetes. For the microbial ratio experiment, either 2 ml (high concentration) or 0.2 ml (low concentration) of the bacterial suspension (OD_600_ = 0.5; see above), 1 ml (high) or 0.1 ml (low) of the fungal suspension (100 mg ml^−1^; see above), and 1 ml (high) or 0.1 ml (low) of the oomycete suspension (40 mg ml^−1^; see above) was transferred into a falcon containing 50 ml of Murashige and Skoog medium without sucrose, which was used to repopulate sterile peat in the FlowPot. For all the other experiments in the FlowPot system, 0.2 ml (low) of the bacterial suspension (OD_600_ = 0.5), 0.1 ml (low) of the fungal suspension (100 mg ml^−1^) and 0.1 ml (low) of the oomycete suspension (40 mg ml^−1^) were used. The procedures for setting up the gnotobiotic FlowPot system were carried out as previously described^12,30^. One week after incubation, the seedlings were randomly thinned out under a sterile bench to keep three plants per FlowPot. The plants were harvested at the vegetative stage five weeks after seed sowing for all experiments.

### CAS soil and CAS wash repopulation experiments in the FlowPot system

The natural CAS mixed with sterile vermiculites (volume of soil:vermiculite, 2:1) was used as the matrix in the FlowPot. The procedures for setting up the FlowPot system were carried out as described above. The properties of CAS soil and peat were measured by Labor für Boden- und Umweltanalytik and are provided in Supplementary Table 1. For the CAS wash, 10 ml of soil was washed with a sterile detergent (sterile 1× TE + 0.1% Triton X-100) in a 1:10 ratio (soil:detergent) in a 50 ml falcon tube and shaken vigorously until the soil pellet was well mixed. The tube was then placed in a rotator for 30 min at 40 r.p.m. at room temperature. To remove big soil particles, the tube was centrifuged for 1 min at 1,500 r.p.m. The supernatant was transferred to a new falcon tube and centrifuged for 20 min at 4,000 r.p.m. The supernatant was then discarded, and the pellet was resuspended in the same initial volume of 10 mM MgCl_2_ as the CAS wash. Then the CAS wash was repopulated in the sterile peat matrix. Meanwhile, a heat-killed soil wash (CAS wash HK) was prepared by incubating it at 95 °C for 45 min. The sterility of the heat-killed soil wash was validated by plating it on TSA and PGA plates. The other procedures for setting up the FlowPot system were carried out as described above.

### Shoot trait measurements

Shoots of individual plants were cut, and their fresh weight was measured first. The shoots were placed on white paper, sealed with polyester non-sterile transparent film (VWR) and scanned (Perfection V600 Photo, Epson). Canopy size, petiole length, leaf length, leaf width, leaf numbers and hypocotyl length were measured using ImageJ (Fiji)^87^.

### Microbial community profiling

For community profiling, plant roots (a pool of three root systems per FlowPot) and shoots were thoroughly washed with sterile Milli-Q water and dried out with sterilized Whatman glass microfibre filters (GE Healthcare Life Sciences). Matrix samples, corresponding to peat substrate in the pot without plant roots, were also harvested (around 0.5 ml of peat per FlowPot). Plant roots, shoots and matrix samples were then transferred into individual lysing matrix E tubes (MP Biomedicals), frozen in liquid nitrogen and stored at −80 °C. The samples were crushed using the Precellys 24 tissue lyser at 6,200 r.p.m. for 30 s (Bertin Technologies), and DNA isolation was performed using the FastDNA SPIN for soil kit (MP Biomedicals), as previously described^12^. DNA concentration was quantified using the Quant-iT PicoGreen dsDNA assay kit (Invitrogen), and the fluorescence of dsDNA was measured by qPCR (IQ5 real-time PCR Thermocycler, Biorad) using the following parameters: 30 s at 25 °C, 3 × 30 s at 25 °C for measuring fluorescence, 30 s at 15 °C. Sample concentration was adjusted to 3.5 ng μl^−1^ with sterile water. Library preparation of individual samples involved a two-step PCR protocol. In the first PCR step (20 cycles)^12^, the 25 μl of reaction mix contained 3 μl of sample DNA, 1× incomplete reaction buffer, 1.25 U DFS-Taq DNA Polymerase, 2 mM MgCl_2_, 0.3% BSA, 200 μM dNTPs and 400 nM of each primer. Universal primers targeting the bacterial 16S rRNA V5-V6 region (799F/1192R), the fungal ITS1 (ITS1F/ITS2) and the oomycete ITS1 (ITS1-O/5.8s-O-Rev) were used, as previously described^12^. After the first PCR, the enzymes and ssDNA were digested using a mixture of 1 μl of Antarctic phosphatase, 1 μl of Exonuclease I and 2.44 μl of Antarctic phosphatase buffer that was added to 20 μl of the first-step PCR product (37 °C for 30 min and 85 °C for 15 min). After centrifugation, 3 μl of this solution was used as a template for a second PCR (ten cycles)^12^. This step involved the same aforementioned PCR mix except that the universal primers were barcoded (reverse primers only) and included P5 and P7 Illumina adaptors. After PCR, 5 µl of PCR product for each barcoded sample was mixed with 5 µl of 6× Orange G DNA Loading Dye (Orange G, 6×, Sigma) and run on a 1% agarose gel in TAE 1× buffer. After control gel checking, the remaining PCR product (around 70 μl) was mixed with 20 μl of Gel Loading Dye (Orange G) and run on a 1.5% agarose gel for 2 h at 80 V to excise the bacterial 16S rRNA band (500 base pairs (bp)). The bands were cut and purified using the QIAquick gel extraction kit (QIAGEN), and DNA concentration was measured using the PicoGreen method as described above. For fungi and oomycetes, DNA purification was performed using the Agencourt AMPure XP-PCR Purification method (Beckman Coulter). DNA sample concentration was then quantified by the Quant-iT PicoGreen dsDNA method, as described above. For each microbial group (B, F and O), 30 ng of DNA of each of the barcoded samples were mixed, resulting in three pooled samples that were purified twice (AMPure XP-PCR Purification, Beckman Coulter). The final DNA concentration of each pool was measured using the Quantus Fluorometer (Promega), and an equal quantity of DNA (that is, 100 ng) was used to assemble a single library from the three bacterial, fungal and oomycete DNA pools. Finally, paired-end Illumina DNA sequencing was performed using the Illumina MiSeq system available on-site at the Max Planck Institute for Plant Breeding Research.

### 16S rRNA and ITS read processing

Paired amplicon sequencing reads were joined using Qiime (v.1.9.1) (join_paired_reads)^88^. In the case of ITS reads, for unjoined read pairs, corresponding forward reads were retained for demultiplexing. Demultiplexing and quality filtering were done using Qiime (split_libraries_fastq, phred = 30). All quality filtered and demultiplexed reads were trimmed to an equal length. Reference sequences were obtained from all used strains (183 bacteria, 24 fungi and 7 oomycetes; see Supplementary Table 1) using the respective resources of sequenced genomes, if available. The reference sequences were then trimmed to contain only the amplified region. Trimmed reference sequences that were 100% identical were grouped in so-called strain variants. This led to 115 bacterial, 24 fungal and 7 oomycete strain variant sequences. The reference sequences of strain variants were mapped against all trimmed amplicon reads using usearch (v.8.0.1517)^89^, allowing for one mismatch (usearch –usearch_global, with max diff = 1). Unmapped reads were discarded. Count tables were made from these mapping results.

### Microbial community profile statistical analysis

To calculate alpha diversity indices, the count tables were rarefied to 1,000 reads. For the microbial profiling data, only samples with more than 1,000 reads were considered. Significant differences between alpha diversity indices were determined by an ANOVA followed by post hoc Tukey’s HSD (*P* < 0.05). Distance matrices were calculated by using a normalized count table (CSS)^90^, which was used for Bray–Curtis distance calculation. Distance tables were used as an input for PCoA and CAP (capscale function in R). The condition function was used to correct for batch effects and when applicable for treatments (LP or NC) when performing CAP. The significance of the CAP results was tested using ANOVA (anova.cca in R, *P* < 0.05). PLS-DA was used to discriminate groups of samples on the basis of the composition of their microbial communities. PLS-DA consists of a partial least squares regression analysis where the response variable is categorical (*y*-block; describing the grouping factor), expressing the class membership of the statistical units^91^. Raw operational taxonomic unit tables were first scaled before using the cppls function in the package pls. The PLS-DA procedure includes a cross-validation step producing a *P* value that expresses the validity of the PLS-DA method regarding the dataset (function MVA.test in package RVAideMemoire). The PLS-DA procedure also expresses the statistical sensitivity, indicating the modelling efficiency in the form of the percentage of misclassification of samples in categories accepted by the class model (function MVA.cmv in package RVAideMemoire). To better plot differences in abundances of individual strains across different sets of experiments, RAs were rescaled to be in a range from 0 to 1. For this, read counts per sample were transformed to RAs by division of the total sum of reads per sample. Then, for all samples belonging to one experiment, the RA of each individual strain variant across the desired samples (for example, only root samples or only WT and mutant samples) was rescaled using the general equation *x* − [min(*x*)]/[max(*x*) − min(*x*)], where *x* represents all RA values per strain variant from one experiment. Strain variants that were not consistently found across samples were discarded from this analysis.

The enrichment of strain variants across LP and NC conditions was calculated using the following steps (all functions are from the R package EdgeR). Raw read counts were normalized using TMM normalization (calcNormFactors). A generalized linear model was fitted to integrate the batch effect (glmFit). Enrichment was then determined with a likelihood ratio test (glmLRT, *P* < 0.05). A predictive SVM model with a linear kernel was trained (SVC function of Scikit-learn)^92^ to link standardized RAs of bacteria to plant rescue. Recursive feature elimination with cross-validation (RFECV function) was performed to identify the smallest set of bacteria discriminating the two plant phenotypes and to estimate the model accuracy using a leave-one-out approach (*K*-fold cross-validator, with *K* equalling the number of samples). The species identified in the RFECV were then used to compute a PLS-DA.

### Transcriptome sequencing experiments

Shoots and roots of five-week-old *A. thaliana* Col-0, *myc2-3* and *jin1-8* pMYC2::MYC2–FLAG plants growing in the FlowPot system were harvested separately at 10 a.m. The roots were washed quickly (<1 min) to detach the surrounding peat matrix using 10% RNAlater (QIAGEN) in 1× PBS as the capture buffer to mitigate RNA degradation. Total RNA from all samples was extracted using the RNeasy Plant Mini Kit (QIAGEN). DNA removal was performed using RNase-Free DNase Set (QIAGEN). Eleven samples from *myc2-3* plants detected more than 50% reads mapped to latent genome. 

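The hierarchical relationship was computed from log2 CPM of all tested genes. The 24 *myc2-3* libraries formed 8 branches, each of which held the 3 libraries of 1 condition. For 24 of the 24 libraries, the most similar library had the same condition, and replicates correlated across genes with r between 0.975 and 0.990. The 24 MYC2–FLAG libraries formed 5 such branches among 8, with 24 of 24 libraries most similar to one of their condition and r between 0.968 and 0.988. Which samples held virus reads is not named in the paper's text, so libraries with and without them were not compared here.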

On the basis of the hierarchical relationship between samples from *myc2-3* mutants (Extended Data Fig. 8b), the contamination with latent virus did not significantly affect the plant transcriptome. RNA-seq libraries were prepared and sequenced at the Max Planck Genome Centre with an Illumina HiSeq2500. For samples from Col-0 plants, the run conditions were 1 × 150 bp (single read), and the total reads per sample were 20 million. For samples from *myc2-3* plants, the run conditions were 1 × 150 bp (single read), and the total reads per sample were 55 million. For samples from *jin1-8* pMYC2::MYC2–FLAG plants, the run conditions were 1 × 150 bp (single read), and the total reads per sample were 10 million.

### Transcriptome sequencing data analysis

The FastQC suite (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was performed to check the quality of the sequenced reads. The RNA-seq reads were then mapped to the annotated genome of *A. thaliana* (TAIR10) using Tophat2 (v.2.1.1) (tophat2 parameters: "p, 20; a, 10; g, 10')^93^ with Bowtie2 (ref. ^94^) (v.2.2.3) building the genome index. The mapped RNA-seq reads were subsequently transformed into a fragment count per gene per sample using the htseq-count script (s, reverse; t, exon) in the package HTSeq^95^ (v.0.11.2). Count tables of Col-0 samples were concatenated to one count matrix. Count tables of *myc2-3* and *jin1-8* pMYC2::MYC2–FLAG samples were concatenated to one count matrix. Raw counts were normalized via TMM normalization. Then, the genes with more than 100 counts were extracted. The extracted TMM-normalized count data were transformed to log_2_cpm via the voom function in the limma package^96^ in R (R v.3.6.3; https://www.r-project.org/). Subsequently, the log_2_cpm data were used to calculate log_2_ fold changes and *P* values (*F*-test) for individual comparisons. The resulting *P* values were adjusted for false discoveries due to multiple hypothesis testing via the Benjamini–Hochberg procedure. To identify significantly differently expressed genes, a threshold of |log_2_FC| ≥ 1 and FDR < 0.05 was applied. Heat maps of the expression profiles of significantly regulated genes were generated using the pheatmap package in R. The Euclidean distance was used to show the distance among clustering rows. The values in the heat maps were scaled by row. GO enrichment was conducted using the enrichGO function in the clusterProfiler package^97^ in R. Biological process and 0.05 *P* value cut-offs were chosen. The *P* values were adjusted via the Benjamini–Hochberg method.

### Variance partitioning of microbial community composition and transcriptomic profiles

Variance partitioning between experimental factors was tested with a permutational ANOVA approach with the Adonis function (R package vegan) in all experiments. For the stress experiment, the effect of compartment and light condition factors on microbial community composition was tested in a global model. The effect of light conditions was also tested in separate models for root and shoot samples. These models were constructed separately on each of the bacterial, fungal and oomycete datasets using Bray–Curtis dissimilarity matrices between pairs of samples produced with the vegdist function (R package vegan). For the mutant experiment, the effects of genotype, compartment and light condition factors on bacterial community composition were tested in a global model. The effects of genotype and light conditions were also tested in separate models of root and matrix samples. These models were constructed using Bray–Curtis dissimilarity matrices between pairs of samples produced with the vegdist function (R package vegan). For the transcriptomic experiments, the effects of the experimental factors on the transcriptomic expression profiles of *A. thaliana* plants were tested using Euclidean distance matrices between pairs of samples produced with the vegdist function (R package vegan). Models were constructed separately for Col-0 plants and for *myc2-3* and *jin1-8* pMYC2::MYC2–FLAG plants, as these were harvested in separate experiments. For Col-0 plants, the effects of compartment, microorganism inoculation and light conditions on the plant transcriptomic profile were tested in a global model. The effects of microorganism inoculation and light conditions were also tested in separate models for root and shoot samples. For *myc2-3* and *jin1-8* pMYC2::MYC2–FLAG plants, the effects of compartment, genotype, microorganism inoculation and light conditions on the plant transcriptomic profile were tested in a global model. The effects of genotype, microorganisms and light were also tested in separate models for root and shoot samples. These models were also constructed for the *myc2-3* and *jin1-8* pMYC2::MYC2–FLAG datasets separately to test the effects of compartment, microorganism inoculation and light independently of the genotype effect.

### Pathogen inoculation and symptom quantification

For *Bc* inoculation of *A. thaliana*, the spores were diluted in Vogelbuffer (in 1 l: 15 g of Suc, 3 g of Na-citrate, 5 g of K_2_HPO_4_, 0.2 g of MgSO_4_·7H_2_O, 0.1 g of CaCl_2_·2H_2_O and 2 g of NH_4_NO_3_) to 5 × 10^5^ spores per ml. For droplet inoculations, 2 μl droplets containing 1 × 10^3^ spores were applied to each leaf of four-week-old *A. thaliana* grown in the presence or absence of the BFO SynCom under either NC or LP. The entire infection process was conducted under a sterile clean bench. Five days after pathogen inoculation in the FlowPot system, the shoots were cut, washed using Milli-Q water twice and dried out with sterilized Whatman glass microfibre filters (GE Healthcare Life Sciences). The shoots were weighed, placed into 2 ml sterile Eppendorf tubes and snap-frozen in liquid nitrogen. For quantification of fungal growth, DNA from the plant shoots was extracted using the DNeasy Plant Mini Kit (QIAGEN). The relative amounts of *Bc* and *A. thalian*a DNA were determined by qPCR, employing specific primers for cutinase A and SKII, respectively, as described previously^48^. *Pst* inoculation was carried out by spraying *Pst* at 0.2 OD in 10 mM MgCl_2_ on the leaves of four-week-old *A. thaliana* grown in the presence or absence of the BFO SynCom under either NC or LP. The entire infection process was conducted under a sterile clean bench. Five days after pathogen inoculation in the FlowPot system, the plant shoots were cut, washed using 70% ethanol once and rinsed in Milli-Q water twice. The shoots were dried with sterilized Whatman glass microfibre filters and weighed under a sterile clean bench. Then, the shoots were put into 2 ml sterile Eppendorf tubes containing 1.5 ml of 10 mM MgCl_2_/0.01% Silwet. The tubes were then directly shaken at 650 r.p.m. for 1 h at 28 °C. For colony counting, a series of dilutions were conducted with 10 mM MgCl_2_ to 10^−1^,10^−2^,10^−3^,10^−4^ and 10^−5^. Then, 20 μl of diluted liquid was spotted on NYGA plates, and colonies were counted after two days of incubation at 28 °C.

### Immunoblot analysis

To analyse MYC2 protein levels of plants under NC or LP in the presence or absence of BFO, the shoots and roots of *A. thaliana* Col-0 and *jin1-8* pMYC2::MYC2–FLAG plants (grown in the FlowPot system under NC or LP conditions as described above) were harvested separately into 2 ml Eppendorf tubes with one 3.2 mm stainless-steel bead five weeks after −BFO or +BFO inoculation and frozen in liquid nitrogen. Samples with the same fresh weight were ground to powder in liquid nitrogen and boiled in 150 μl of 2× Laemmli buffer for 10 min at 95 °C. The proteins were resolved on 10% SDS–PAGE (1610156, Bio-Rad) and transferred using the wet transfer method onto a nitrocellulose membrane (10600001, GE Healthcare Life Sciences). Monoclonal anti-β-actin-peroxidase antibody produced in mouse (A3854, Sigma-Aldrich; clone: AC-15, monoclonal) was used to detect actin and to adjust the total protein concentration. Monoclonal anti-FLAG M2-peroxidase antibody produced in mouse (A8592, Sigma-Aldrich; clone: M2, monoclonal) was used to detect MYC2 protein. Both antibodies were used at a dilution of 1:5,000 (1× TBST, 5% milk powder). First, a full membrane was used to check MYC2 and actin separately. Then, the membranes performed later were cut at 50 kDa to separate MYC2 (roughly 75 kDa) and actin (roughly 40 kDa) to detect both proteins together. Detection of the signal was performed with SuperSignal West Pico and Femto (34080 and 34095, ThermoFisher Scientific) using ChemiDoc Imaging Systems (Bio-Rad). The protein concentration was calculated on the basis of the band thickness using Fiji.

### Phytohormone measurement

To measure phytohormones of plants under NC or LP in the presence or absence of BFO, the shoots and roots of *A. thaliana* Col-0 and *myc2-3* plants (grown in the FlowPot system under NC or LP conditions as described above) were harvested separately into 2 ml Eppendorf tubes with one 3.2 mm stainless-steel bead. Phytohormone concentrations were determined from 50 mg of tissue (fresh weight). Sample processing, data acquisition, instrumental set-up and quantifications (using 5 ng of [^2^H]_6_ JA, 0.75 ng of [^2^H]_2_-JA-Ile, 30 ng of [^2^H]_5_-OPDA and 1.5 ng of [^2^H]_4_-SA as internal standards per sample) were performed as described in refs. ^98,99^.

### Quantification and statistical analysis

Data collection and analysis were performed under blinded conditions in all experiments. All statistical analyses were performed using the R environment (R v.3.6.3).

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary Tables Supplementary Table 1: Microbial culture collections used for microbiota reconstitution experiments and properties of CAS soil and peat. Supplementary Table 2: PERMANOVA partitioning of microbial community assemblages. Supplementary Table 3: RNA-seq expression profiling of *A. thaliana* genes in root and shoot samples. Supplementary Table 4: *A. thaliana* mutants used in this study. Supplementary Table 5: PERMANOVA partitioning of microbial community assemblages across *A. thaliana* mutants and the bacteria strain variants identified by the SVM. Supplementary Table 6: RNA-seq expression profiling of *A. thaliana* genes (*myc2-3* and *jin1-8* pMYC2::MYC2–FLAG) in root and shoot samples.

## Data Availability

The sequencing reads from the microbiota reconstitution experiments (MiSeq 16S rRNA and ITS reads) have been deposited in the European Nucleotide Archive (bacteria at PRJEB40980, fungi at PRJEB40981 and oomycetes at PRJEB40982). The sequencing reads from the transcriptome sequencing experiments have been deposited in the Gene Expression Omnibus (Col-0 data at GSE160106 and *myc2-3* and *jin1-8* pMYC2::MYC2–FLAG data at GSE160115). All raw data in this study are available at https://github.com/ShijiHou/Light-limitation-Paper.

How the deposited data were processed for this re-analysis (not part of the article)

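RNA sequencing libraries from shoots and roots of *myc2-3* and MYC2–FLAG plants were analysed, 48 libraries in 16 conditions of 3 replicates, given by tissue, genotype, light level and presence of the BFO community. The authors mapped single reads of 150 bp to the TAIR10 genome with TopHat2, counted reads on exons per gene by strand with htseq-count, and deposited the raw counts, 1 column per library. The paper gives more total reads per sample for *myc2-3* than for MYC2–FLAG, while the gene counts per library run from 5162823 to 10395159 in *myc2-3* and from 6654213 to 11045467 in MYC2–FLAG. Each table held 32678 gene identifiers and 5 summary lines, which were left out. Of all counts in a column, summary lines included, reads outside any gene came to between 1.23% and 4.08%, ambiguous reads to between 0.451% and 0.900%, and reads with more than 1 alignment to between 1.46% and 5.90%. Libraries were joined to their conditions by project and library letter, and conditions were kept as labelled. Gene names came from a reference annotation of the TAIR10.1 assembly by locus identifier, which matched 31912 of the identifiers and 20964 of the 21098 genes tested. Its coordinates are not printed, because the authors counted on TAIR10.

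Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with more than 100 counts in total over the libraries were kept, library sizes were scaled by TMM, and quasi-likelihood fits with 1 mean per condition were made over all 48 libraries. Adjusted p-values are from Benjamini-Hochberg adjustment over the genes tested in each comparison, and a call needs an absolute log2 fold change of at least 1 and an adjusted p under 0.05. CPM are TMM-normalized counts scaled to a common library size. Standard errors are the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. They are approximate, above all for genes with few counts in 1 group. PERMANOVA used vegan 2.7.1 with log2 CPM at a prior count of 2, and its permutations were unrestricted over the 12 libraries. Genes of the MDE set were those called between the genotypes in at least 1 condition of a tissue. A count of 0 was given a limit of 3 counts over the 3 libraries of a group, which covers counting error only. The edgeR step was tested on simulated counts for shoots under LP +BFO over 21098 genes, where 195 of 200 genes changed by a log2 fold change of 2 were recovered and 5 unchanged genes were called. The changed genes lay above a minimum expected count, and as many rose as fell. This simulation therefore did not test low counts, or the scaling of libraries when many genes change.

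The genes named were MYC2, every gene the paper's text names for these libraries, and the 3 genes with the largest rise and the 3 with the largest fall in *myc2-3* shoots under LP +BFO among called genes without overlap between the libraries and with a mean count of at least 50. Photosystem and chlorophyll a-b binding genes, taken by product name, were summarised as a family. These choices, the main analysis and the alternatives were set before the data were examined, apart from the fit and the added comparisons described next. The edgeR fit was first computed with estimateDisp and legacy fitting, and the tool's default fit was then taken as the main one because the written plan named only glmQLFit and glmQLFTest. The legacy fit is kept as an alternative chosen after seeing the data. The comparisons of mean profiles between the genotypes were also added after seeing the data. So were the tests of exchanged labels, sequencing project, depth, abundant genes and virus reads. The comparisons of MYC2 mRNA by BFO and of gene lists outside LP +BFO were picked out after their results were seen.

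The alternatives were limma-voom (limma 3.58.1), DESeq2 1.42.0, DESeq2's size factors in edgeR, glmTreat against a fold change of 2, no filter, filterByExpr, more than 100 counts in at least 1 library, separate fits by tissue, organellar genes left out, libraries thinned to the smallest total of 5162823 counts, the replicate number as a block, other distances for PERMANOVA, other clustering settings, other rules for the shared genes, and each library left out in turn. Gene ontology terms, published lists of MYC2 targets, microbial profiles and the Col-0 libraries were not analysed here. From the paper's table of Col-0 responses, only the first 1560 of the 3013 root genes were used, for 1 description.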

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

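The tests of exchanged labels, of sequencing project, of depth, of abundant genes and of virus reads were chosen only after the results were seen, while the counts over other splits of the libraries were planned, and their draw was extended after a first, smaller one had been seen.

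The response of roots to BFO differed between the genotypes, by a test of the difference itself. The interaction of genotype and BFO, averaged over light levels, was called for 5770 of 21098 genes, with 2813 more positive and 2957 more negative in *myc2-3*, while the sum of the responses of both genotypes was called for 441 genes. Of the genes called for BFO in both genotypes, 1467 of 1470 under NC and 1675 of 1716 under LP changed in opposite directions, where unrelated signs would give 53.2% and 50.5%. The real split of the libraries was the only 1 of 100 splits drawn with a count as large. Splits that mix the genotypes within a condition raise the spread there whenever the genotypes differ at all. This count therefore cannot exclude chance for the interaction itself. The difference argues against an additive effect of sequencing project, which cancels in an interaction and would not leave 5770 genes. With all libraries thinned to 1 total, 5502 genes were called, which argues against depth. Mean root profiles, centred within genotype and paired by label, had a correlation across 17568 genes of -0.659. The 10 most abundant genes of a root library held at most 4.30% of its counts, which argues against a few genes that take most of the counts. In shoots and roots together, 19 of 24 *myc2-3* libraries lay closest to a MYC2–FLAG condition other than their own. Virus reads stay open as a cause, because libraries with and without them were not compared. The paper's 11 *myc2-3* samples are those with more than 50% of such reads, so they do not limit the number of libraries affected.

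An exchange of the +BFO and −BFO labels in the root libraries of 1 genotype is a candidate explanation that stays open. The labelled pairing, at -0.659, ranked 24 of 24, and the pairing that exchanges +BFO and −BFO at each light level ranked highest at 0.729. Each of the 12 *myc2-3* root libraries lay closest to a MYC2–FLAG condition other than its own. In the part of the paper's table of Col-0 roots used here, over 1517 genes, the BFO responses had Spearman correlations of 0.520 (NC) and 0.477 (LP) in MYC2–FLAG and of -0.541 and -0.653 in *myc2-3*, given as a description. The residual spread at the best pairing, with an SD of 0.288, was above the 0.176 that replicates gave, so the exchange would leave differences between the genotypes. Averaged over −BFO and +BFO, which such an exchange leaves unchanged, the interaction of genotype and light in roots was called for 67 genes. Which genotype would hold the exchanged labels was not decided by a test. The described Col-0 values go with the labels of MYC2–FLAG and against those of *myc2-3*. A reversal of the root response to BFO by loss of MYC2 could give the same values, was not tested and stays open. Low MYC2 in all 24 *myc2-3* libraries speaks to the genotype labels, not to the BFO labels. All values keep the labels as given.

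Shoot responses differed between the genotypes as well, by tests of the difference itself. The interaction of genotype and light was called for 3845 genes, that of genotype and BFO for 2005 genes, and that of genotype and BFO under LP for 3335 genes. For each of these counts the real split was the only 1 of 100 splits drawn with a count as large. As in roots, splits that mix the genotypes raise the spread, so this cannot exclude chance for the interactions themselves. For BFO under LP, 13 other splits kept the genotypes apart under LP +BFO and reached up to 3232 genes, while the 86 splits that mixed them there reached at most 50. Mean shoot profiles paired by label ranked 12 of 24 pairings, with a correlation of 0.002 across 16669 genes. The rank was also 12 with thinned libraries, the 10 most abundant genes of a shoot library held at most 16.9% of its counts, and an additive effect of sequencing project cancels in centred profiles and would not leave a rank of 12, so the tables argue against these as the cause. Another pairing reached 0.720, and the next one 0.610. In that pairing, *myc2-3* NC −BFO goes with MYC2–FLAG LP +BFO (0.850), *myc2-3* LP +BFO with MYC2–FLAG NC +BFO (0.677), *myc2-3* LP −BFO with the same label in MYC2–FLAG (0.744), and *myc2-3* NC +BFO with MYC2–FLAG NC −BFO (0.623), where its own label had 0.614 and 2 of its 3 libraries lay closest to their own label. Of the 12 *myc2-3* shoot libraries, 7 lay closest to another condition, so the test of crossed labels was met in part only. Crossed shoot labels and a change of the shoot response by loss of MYC2 cannot be told apart from the value of 0.720, because both allow profiles to pair across labels, and the second was not tested. The residual SD at that pairing was 0.355, against 0.208 from replicates.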

How the results depend on the processing

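The fit with estimateDisp and legacy fitting was the only alternative chosen after the results were seen, and it gave 6315 MDE genes in shoots and 6107 in roots, of which 6184 and 6054 were among those called by the default fit.

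A gene count was taken as the same within 1.5 times, a share within its binomial confidence interval, and an R2 on its side of the threshold. With 1 library left out, 332 of 360 gene counts, shares and R2 values stayed the same, 24 moved and 4 passed the threshold. The 24 that moved are cluster sizes and the 4 are R2 values of microorganisms in MYC2–FLAG shoots. Under the other alternatives, 292 of 334 stayed the same, 41 moved and 1 passed the threshold. Those that stayed the same include the R2 values in *myc2-3* shoots with CPM that were not log-transformed. There microorganisms fell from 0.423 to 0.180 and light rose from 0.197 to 0.462, both still past the threshold. Of the values of named genes with 1 library left out, 242 of 252 kept their direction and their side of the threshold, 6 lost their call, 3 gained one and 1 reversed. Under the other alternatives, 489 of 502 did so, 9 lost their call and 4 gained one.

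Counts of calls moved under glmTreat against a fold change of 2, whose construction asks for more than a fold change of 2 beyond error. It gave 2773 MDE genes in shoots and 2501 in roots, 885 genes higher and 974 lower in shoots under LP +BFO, and 340 genes shared under LP with 61.2% of opposite sign. For BFO it gave 1351 genes under NC and 426 under LP in *myc2-3* shoots, and 145 and 398 in MYC2–FLAG shoots. For LP against NC it gave 294 genes without BFO and 167 with BFO in *myc2-3* shoots, and 1712 and 2011 in MYC2–FLAG shoots. The interactions fell to 1939 genes for light, 610 for BFO and 1015 for BFO under LP in shoots, and to 3475 for BFO in roots. In shoots under LP +BFO it called 5 starch genes and 4 SA-related and SAR-related genes, where SS1, PGI, LSF2, BGL2, EDS5 and AOS lost their calls, and for BFO in *myc2-3* shoots under LP 2 SA-related and SAR-related genes and 0 starch genes. For the latter, 1 starch gene had an unadjusted p under 0.05 with glmTreat, and edgeR's quasi-likelihood test, limma-voom and DESeq2 each called 1.

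The rule for the shared genes moved their number and share, with 882 genes and 60.9% of opposite sign for LP +BFO in both tissues, and 232 genes and 36.2% for LP −BFO. The cause was not tested.

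Cluster sizes depended on most settings, and the cause was not tested. The cluster highest under LP +BFO, with 849 genes, held 4 without scaling by gene, 229 with average linkage, 448 on log2 CPM of the shoot libraries, 1408 without a filter, 1658 with more than 100 counts in at least 1 library, 299 without organellar genes and 281 under glmTreat. The cluster lowest under LP +BFO, with 1567 genes, held 48 without scaling, 2580 with average linkage, 2526 with limma-voom, 269 without a filter, 2715 with DESeq2, 950 without organellar genes and 597 under glmTreat. With 1 library left out, the first held between 274 and 2230 genes and the second between 459 and 2404.

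The R2 of microorganisms in MYC2–FLAG shoots passed the threshold with Bray–Curtis dissimilarities (0.0879) and not with CPM that were not log-transformed (0.0390), and with 1 library left out it lay between 0.0807 and 0.116. The cause was not tested. The log2 fold change of RGL3 in shoots under LP −BFO, -0.03 and not called, reversed to 0.23 without *myc2-3* LP −BFO replicate 2, and with 1 library left out it lay between -0.25 and 0.23. The cause was not tested.

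Replicates of different conditions share a number only. Deviations from the condition means correlated on average at -0.02 between shoot libraries of the same number, with 7 of 84 pairs over 0.1, and at 9.58e-04 between root libraries, with 5 of 84 pairs over 0.1. With the replicate number as a block, 6252 MDE genes were called in shoots and 6169 in roots, 2100 genes were higher and 1974 lower in shoots under LP +BFO, and the clusters held 191 and 102 genes. The block moved no other count past 1.5 times and changed no call of a named gene.

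In shoots under LP +BFO, FMO1, with 26 counts against 0 and a rise of at least 8.14-fold, lost its call without *myc2-3* LP +BFO replicate 1, where 7 counts remained and the bound was 3.39-fold. SARD1 gained a call without MYC2–FLAG LP +BFO replicate 3, at a log2 fold change of 2.18, and with thinned libraries, at 1.15. Depth sets the precision of FMO1 there, because a count of 0 gives a lower bound only.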

Differences from the paper's values

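No setting named in this part was chosen after the results were seen.

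For MYC2-regulated genes shared by shoots and roots under LP, the paper's value is 571, and 1634 genes were called in at least 1 LP comparison in each tissue. None of the alternatives set before the data were examined came within 1.5 times of the paper's value. Those alternatives were the rule of LP +BFO in both tissues (882), the rule of LP −BFO in both tissues (232), glmTreat (340), limma-voom (1577), DESeq2 (1720), DESeq2's size factors (1626), no filter (1582), filterByExpr (1621), more than 100 counts in at least 1 library (1309), separate fits by tissue (1358), organellar genes left out (1617), thinned libraries (1443), the replicate block (1638) and each library left out (1558 to 1655).

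The paper names 7 SA-related and SAR-related genes for the response retained in *myc2-3* shoots under LP +BFO. All 7 were higher in *myc2-3* than in MYC2–FLAG there, and 6 were called. SARD1, at a log2 fold change of 0.88, was not called. It was called with limma-voom (1.39), with thinned libraries (1.15) and without MYC2–FLAG LP +BFO replicate 3 (2.18).

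The paper describes these responses as triggered by BFO in *myc2-3*. For +BFO against −BFO within *myc2-3* shoots under LP, all 7 genes were higher and 4 were called. PR1 (1.07), SARD1 (0.28) and FMO1 (1.91) were not called. PR1 was called with limma-voom (2.70) and without *myc2-3* LP −BFO replicate 2 (4.60), and FMO1 with DESeq2 (1.88) and without that library, where the −BFO libraries held no FMO1 count and the rise was at least 5.65-fold over a limit of 3 counts in the group. Without *myc2-3* LP +BFO replicate 1, PR1 fell to 0.26 and FMO1 to 0.67.

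The paper states that EDS5 and RGL3 are induced and AOS is repressed in *myc2-3* under LP. Under LP +BFO, EDS5 (1.25), RGL3 (2.23) and AOS (-1.41) were called in these directions. Under LP −BFO, EDS5 (-0.86), RGL3 (-0.03) and AOS (-0.28) were not called.

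The paper describes opposite responses of shoots and roots among the shared genes. The share of opposite sign was 57.0% over the 1634 genes and 60.9% under LP +BFO, and it was 36.2% under LP −BFO, below the 49.7% of unrelated signs. The last 2 shares rest on the +BFO and −BFO labels of the root libraries as given, for which an exchange within 1 genotype stays open. Which genes are among the 1634 rests on these root labels too. The shoot side of all these shares rests on the shoot labels as given, for which crossed labels were not ruled out.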

Other observations

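The counts over other splits of the libraries were planned, although their draw was extended after a first, smaller one had been seen, while the comparisons of MYC2 mRNA by BFO and of gene lists outside LP +BFO were picked out only after their results were seen.

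For comparisons between the genotypes over several conditions, 100 splits were drawn at random, the real one included. The real split was the only 1 with a count as large for MDE genes in shoots (6270, with 3666 as the next largest), for MDE genes in roots (6177, with 3829 next) and for the genes shared under LP (1634, with 638 next), so chance can be excluded for these counts. It was the only 1 as large also for the interactions in shoots and for the interaction of genotype and BFO in roots. For these interactions the splits cannot exclude chance, because mixed genotypes raise the spread.

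With 3 libraries against 3 there are 10 splits, so the share is never under 0.1 and chance cannot be excluded by this count. The real split was the only 1 of 10 with a count as large for genes higher and genes lower in shoots under LP +BFO, for BFO under NC and under LP and for LP without and with BFO in shoots of each genotype, and for the SA-related and starch genes called under LP +BFO and for BFO in *myc2-3* shoots under LP. Genes changed by LP with BFO in MYC2–FLAG shoots numbered 3975, and at most 15 in the other splits.

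MYC2 mRNA in MYC2–FLAG shoots was higher with BFO than without under LP, with a log2 fold change of 2.12 (adjusted p = 5.24e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The size of this change rests on single libraries, as those with BFO held 253, 59.2 and 410 CPM. MYC2 mRNA was higher in 3 of 3 libraries, and 1 of them lay at 59.2 CPM beside a −BFO mean of 55.2 CPM. Under NC its log2 fold change was 0.14 (adjusted p = 0.823 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In MYC2–FLAG roots under LP it was -0.51 and not called (adjusted p = 0.193 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

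In shoots under NC −BFO, 5 of the 7 SA-related and SAR-related genes were called lower in *myc2-3* than in MYC2–FLAG, 3 without MYC2–FLAG NC −BFO replicate 2 and 4 without *myc2-3* NC −BFO replicate 1, and the largest rises under LP +BFO were called lower there as well, with AT4G12490 at -5.06, AT4G12500 at -5.54 and AT5G48430 with 0, 1 and 0 counts in *myc2-3* against 36, 70 and 16. Under LP −BFO, 2 of the 7 genes were called higher and 1 lower, with a median log2 fold change of 1.42, and PR1 and FRK1 lost their calls as higher without *myc2-3* LP −BFO replicate 2, where the median was -0.03. No explanation of this was tested apart from the pairing of shoot labels.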
